# The Weimberg pathway: an alternative for *Myceliophthora thermophila* to utilize d-xylose

**DOI:** 10.1186/s13068-023-02266-7

**Published:** 2023-01-23

**Authors:** Defei Liu, Yongli Zhang, Jingen Li, Wenliang Sun, Yonghong Yao, Chaoguang Tian

**Keywords:** *Myceliophthora*, d-Xylose, d-Xylose dehydrogenase, Weimberg pathway, 1,2,4‐Butanetriol

## Abstract

**Background:**

With d-xylose being the second most abundant sugar in nature, its conversion into products could significantly improve biomass-based process economy. There are two well-studied phosphorylative pathways for d-xylose metabolism. One is isomerase pathway mainly found in bacteria, and the other one is *oxo*-reductive pathway that always exists in fungi. Except for these two pathways, there are also non-phosphorylative pathways named xylose oxidative pathways and they have several advantages over traditional phosphorylative pathways. In *Myceliophthora thermophila*, d-xylose can be metabolized through *oxo*-reductive pathway after plant biomass degradation. The survey of non-phosphorylative pathways in this filamentous fungus will offer a potential way for carbon-efficient production of fuels and chemicals using d-xylose.

**Results:**

In this study, an alternative for utilization of d-xylose, the non-phosphorylative Weimberg pathway was established in *M. thermophila*. Growth on d-xylose of strains whose d-xylose reductase gene was disrupted, was restored after overexpression of the entire Weimberg pathway. During the construction, a native d-xylose dehydrogenase with highest activity in *M. thermophila* was discovered. Here, *M. thermophila* was also engineered to produce 1,2,4‐butanetriol using d-xylose through non-phosphorylative pathway. Afterwards, transcriptome analysis revealed that the d-xylose dehydrogenase gene was obviously upregulated after deletion of d-xylose reductase gene when cultured in a d-xylose medium. Besides, genes involved in growth were enriched in strains containing the Weimberg pathway.

**Conclusions:**

The Weimberg pathway was established in *M. thermophila* to support its growth with d-xylose being the sole carbon source. Besides, *M. thermophila* was engineered to produce 1,2,4‐butanetriol using d-xylose through non-phosphorylative pathway. To our knowledge, this is the first report of non-phosphorylative pathway recombinant in filamentous fungi, which shows great potential to convert d-xylose to valuable chemicals.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13068-023-02266-7.

## Background

Lignocellulosic biomass has attracted much attention as a promising renewable resource for production of biofuels and bioproducts. In lignocellulose hydrolysis, d-xylose is the predominant pentose with fraction varying from 5 to 35% [1]. Therefore, it is very important to explore utilization and bioconversion of d-xylose. There are two well-studied phosphorylative pathways for d-xylose metabolism, which are isomerase pathway and *oxo*-reductive pathway. The isomerase pathway is mainly found in bacteria, where d-xylose is isomerized to d-xylulose, and then phosphorylated into d-xylulose-5-phosphate. While the *oxo*-reductive pathway is more common in fungi, where d-xylose is reduced to d-xylitol, and then oxidized to d-xylulose and phosphorylated to d-xylulose-5-phosphate (Fig. 1). d-Xylulose-5-phosphate produced by these two pathways was further utilized through pentose phosphate pathway (PPP) for cellular metabolite synthesis [2].

**Fig. 1:**
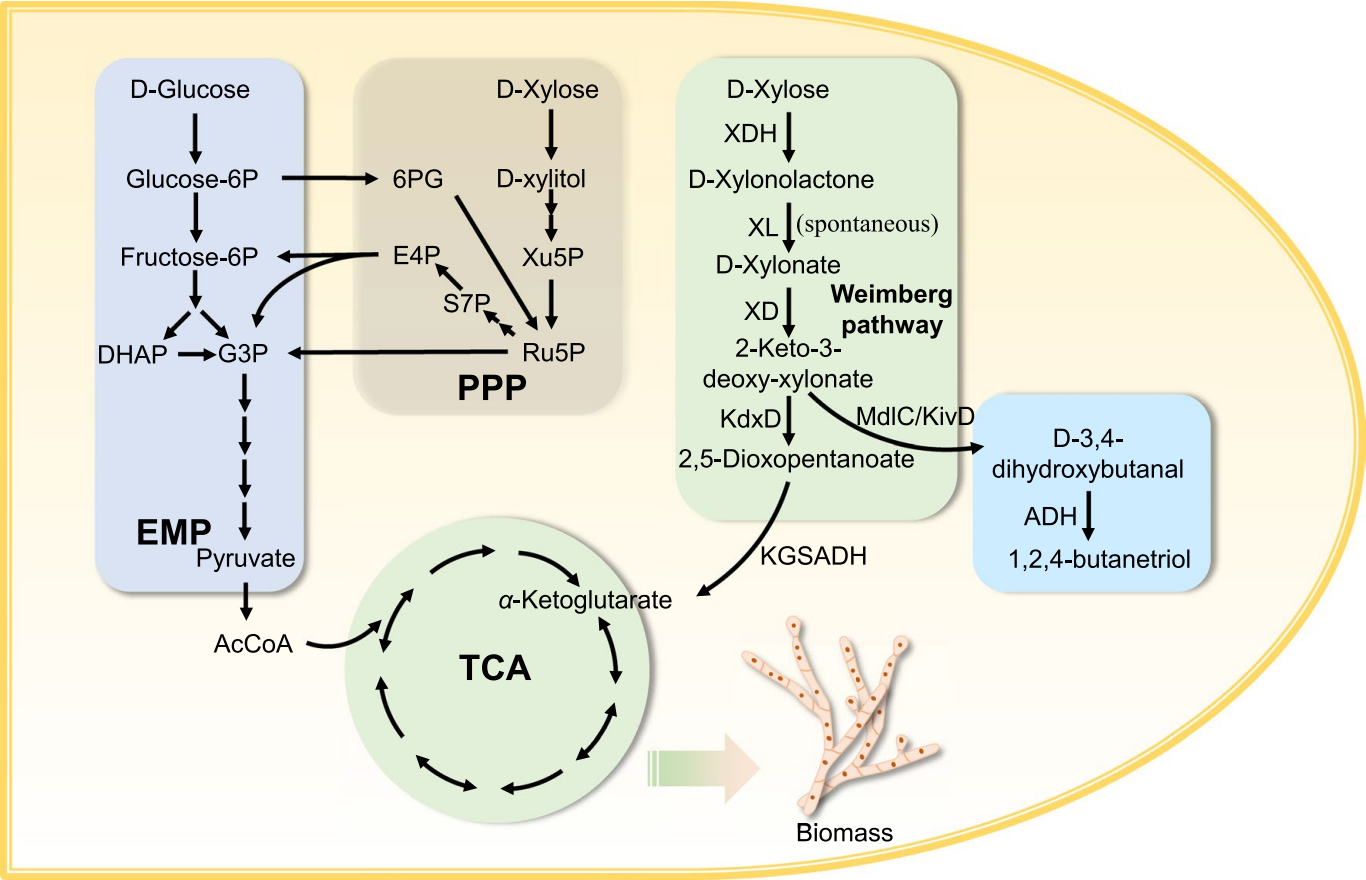
Map of central carbon metabolism of *M. thermophila*, the Weimberg pathway and BT biosynthetic pathway. Abbreviations: XDH d-xylose dehydrogenase; XL d-xylonolactonase; XD d-xylonate dehydratase; KdxD 2-keto-3-deoxy-d-xylonate dehydratase; KGSADH 2-ketoglutarate semialdehyde dehydrogenase; MdlC benzoylformate decarboxylase; KviD 2-ketoisovalerate decarboxylase; EMP Embden–Meyerhof–Parnas pathway; PPP, pentose phosphate pathway; TCA tricarboxylic acid cycle; DHAP dihydroxyacetone phosphate; G3P glyceraldehyde 3-phosphate, 6PG 6-phospho-d-gluconate; E4P erythrose 4-phosphate; S7P sedoheptulose 7-phosphate; Xu5P xylulose-5P; Ru5P ribulose-5P; AcCoA acetyl-coenzyme A

Except for these two well-known phosphorylative pathways for d-xylose metabolism as mentioned above, there are also non-phosphorylative pathways named xylose oxidative pathways (XOPs). In these pathways, d-xylose is first dehydrogenized into d-xylonolactone by d-xylose dehydrogenase (XDH). Then, d-xylonolactone is hydrolyzed into d-xylonate by d-xylonolactonase (XL) or spontaneously. d-Xylonate is subsequently dehydrated to 2-keto-3-deoxy-d-xylonate by d-xylonate dehydratase (XD) (Fig. 1). Thereafter, XOPs branch off to produce pyruvate and glycolaldehyde (route I or Dahms pathway) [3], or α-ketoglutarate (route II or Weimberg pathway) [4], or pyruvate and glycolate (route III) [5]. Entire or partial genes of these pathways are found in most archaea, some bacteria and fungi [2]. XOPs have several advantages compared with traditional phosphorylative pathways. First of all, XOPs have fewer enzymatic reaction steps when forming key intermediates such as α-ketoglutarate, pyruvate and glycolate. Also, Weimberg pathway, one of XOPs, provides a more carbon-efficient route for xylose-derived α-ketoglutarate production. Another advantage of XOPs is their independence from other carbohydrate assimilative pathways. Hence, great potential lies in pathways that are designed to utilize five-carbon and six-carbon sugar simultaneously or orthogonally with XOPs [6–8]. Furthermore, when comparing with phosphorylative pathways, XOPs show thermodynamic favorability due to their highly negative *ΔrG* values in reactions [2].

Previously, the upper part of XOPs has been established in *Kluyveromyces lactis* [9], *Saccharomyces cerevisiae* [10], and *Escherichia coli* [11] to convert xylose to xylonate. Further, the entire Weimberg pathway was constructed in *E. coli* [12, 13], *S. cerevisiae* [14] and *Corynebacterium glutamicum* [15, 16], enabling them to grow on d-xylose as sole carbon source. Besides, XOPs were also employed to produce chemicals, such as 1,4-butanediol [13] and 1,2,4‐butanetriol (BT) [17, 18].

*M. thermophila* is a thermophilic ascomycete fungus that can efficiently degrade and utilize various carbohydrates from plant biomass [19]. Currently, this fungus has been engineered to become a cell factory to produce enzymes [20, 21] and various commodity chemicals [22–25]. Therefore, it is very important to explore xylose consumption routes without carbon loss in *M. thermophila* in order to generate lignocellulose-derived products from plant biomass efficiently. In this study, a functional native XDH encoding gene *Mtxyd1* was discovered. Interestingly, *Mtxyd1* was induced by d-xylose when d-xylose reductase gene was disabled. The entire Weimberg pathway was established in *M. thermophila*, enabling it to generate biomass using d-xylose as sole carbon source. Besides, XOP was employed to produce BT from d-xylose in *M. thermophila*.

## Results

### Identification of xylose reductase gene in *M. thermophila*

Belonging to aldo–keto reductase family, xylose reductase catalyzes the first step of xylose assimilation in fungi by converting xylose into xylitol. In order to test the Weimberg pathway function and prevent xylose assimilation through *oxo*-reductive route, xylose reductase was identified in *M*. *thermophila* by deletion and complementation of target genes. Two genes (*MYCTH_43671* and *MYCTH_113236*) were annotated as d-xylose reductase in genome-scale metabolic model (GEM) of *M. thermophila* [26]. Hence, these two genes that belong to aldo–keto reductase family were tested. Results (Fig. 2) showed that xylose utilization was hindered after deletion of *MYCTH_43671* (strain DF1102). While there were no obvious effects after deletion of *MYCTH_113236* (strain DF1101). Growth phenotype was restored as it was in JG207 after complementation of *MYCTH_43671* (strain DF1135). Given the test results and homology (84.09% identity) with xylose reductase gene (*NCU08384*) in *Neurospora crassa* OR74A, *MYCTH_43671* (*Mtxyl1*) was identified as the coding gene of xylose reductase in *M. thermophila*.

**Fig. 2:**
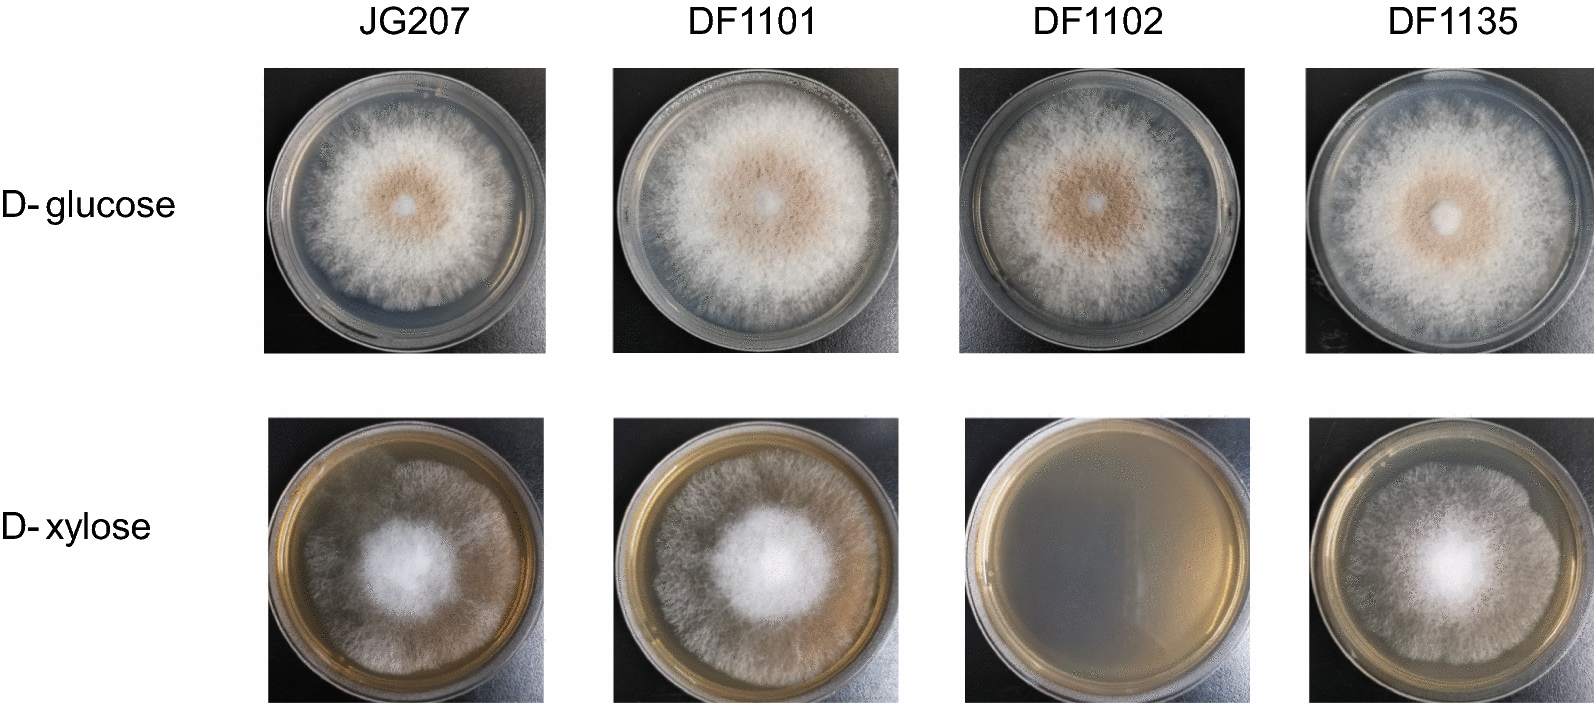
Growth phenotype of JG207, deletion and complementation mutants on GVMM and XVMM agar plates

### Expression of Weimberg pathway in *M. thermophila*

The Weimberg pathway from *C. crescentus* was integrated into genome of *M. thermophila* through two rounds of transformation using the CRISPR/Cas9 system [27]. The first two genes *xylB* and *xylC* were inserted in *pck* (*MYCTH_2315623*) locus to obtain DF1230. Then, the lower part of Weimberg pathway which consist of *xylD*, *xylX*, and *xylA* was integrated in *bar* locus after the first two steps. *Mtxyl1* was also deleted at the same time to get strain DF1203 that contained all Weimberg pathway genes. Besides, DF1232 was obtained after deletion of *Mtxyl1* in DF1230. Growth phenotype results showed that DF1102 and DF1203 could not grow on 1 × Vogel’s minimal medium (VMM) plates with d-xylose as sole carbon source (Fig. 3a). In order to further explore d-xylose consumption, liquid fermentation in shake flask was tested. Unsurprisingly, it’s hard for DF1102 and DF1203 to germinate after inoculating spores into VMM supplemented with 2% (w/v) d-xylose (XVMM) in 6 days. Therefore, wet mycelium transfer was used for d-xylose consumption test. Results revealed that d-xylose was utilized very slowly by DF1102, DF1232, and DF1203 in mycelium transfer. Compared with DF1102 and DF1232, d-xylose consumption of DF1203 was not significantly improved (Additional file 1: Fig. S1a).

**Fig. 3:**
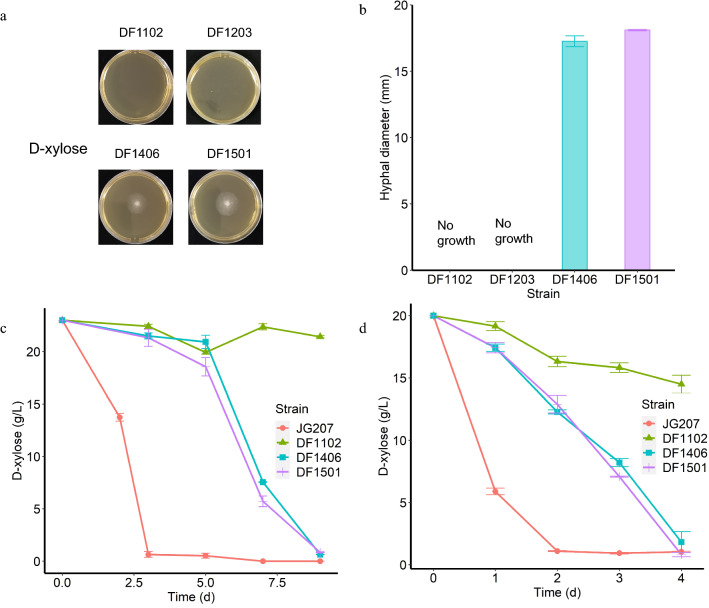
Growth phenotype (**a**) and hyphal diameter (**b**) of strains engineered with the Weimberg pathway genes on XVMM agar plates; d-xylose consumption of strains inoculated with spores (**c**) and 2 g (wet weight) mycelium (**d**)

### Exploring higher activity of XDH

XDH is the first step of Weimberg pathway to convert d-xylose to d-xylonate. The accumulation of d-xylonate was inhibitory to *S. cerevisiae* due to the decrease of intracellular pH that may lead to cell death consequently [28, 29]. However, this phenomenon did not happen in *M. thermophila* mutant that contained *xylB* and *xylC* when cultured in VMM plate supplied with d-xylose (Additional file 2: Fig. S2). Furthermore, no obvious d-xylonate peaks were observed in intracellular and extracellular metabolites of DF1232 and DF1203 using HPLC (Additional file 1: Fig. S1b, c). Hence, XDH may not function well when coded by *xylB*.

As the first step of Weimberg pathway, XDH activity was mainly observed in prokaryotes [2]. Aside from prokaryotes, there are also reports about XDH activity in eukaryotic microorganisms [30, 31]. Therefore, another XDH coding gene *Trxyd1* (*TRIREDRAFT_53673*) was cloned from cDNA of *T. reesei* QM6a. In addition, an endogenous *Mtxyd1* (*MYCTH_112471*, 69.70% identity with *Trxyd1*), which was annotated as XDH gene, was also cloned. These two new XDH sequences were inserted into *M. thermophila* genome. The activities of XDHs were tested in different recombinant *M. thermophila* strains with NAD^+^ and NADP^+^ as cofactors, respectively (Fig. 4a). Results showed that XDH encoded by *xylB* presented extremely low activity. This was similar to the activity of control strain DF1102 when added with NAD^+^ or NADP^+^. When using NADP^+^ as a cofactor, XDH encoded by endogenous *Mtxyd1* owned the highest activity, which was 2.30 and 3.60 times higher than xylB and Trxyd1. In conclusion, XDH encoded by *Mtxyd1* represented good compatibility with this thermophilic fungus.

**Fig. 4:**
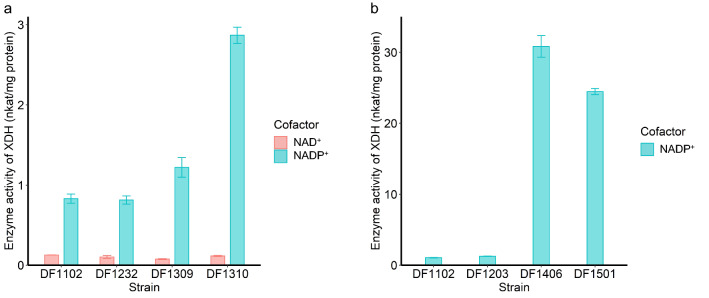
Specific activity of d-xylose dehydrogenase in different recombinant *M. thermophila* strains (**a**: DF1102, DF1232, DF1309 and DF1310; **b**: DF1102, DF 1203, DF1406 and DF1501)

The enzymatic activity of XDH in strains DF1309 and DF1310 was verified, but the accumulation of d-xylonate still could not be examined in extracellular metabolites using high-performance liquid chromatography (HPLC) (Additional file 3: Fig. S3a). Thus, a more sensitive method gas chromatography–mass spectrometry (GC–MS) was used to detect d-xylonate. Results revealed that d-xylonate could be detected in extracellular metabolites of all tested strains, even in DF1102 (Additional file 3: Fig. S3b). 

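In RNA-seq libraries taken after 4 h in d-xylose, Mtxyd1 (MYCTH_112471), which encodes the endogenous d-xylose dehydrogenase, stood at 244 and 216 RPKM in the 2 libraries of JG207. It stood at 1137 and 1194 RPKM in the 2 libraries of DF1102, the strain without the d-xylose reductase gene. The log2 fold change between the strains was 2.33 (standard error 0.20, edgeR adjusted p = 3.3e-05), from a quasi-likelihood test with Benjamini-Hochberg adjustment over 8335 genes. This difference was larger than the spread between the libraries of either strain.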

Transcriptome analysis indicated that *Mtxyd1* was obviously upregulated in DF1102 when cultured in d-xylose media (see below), revealing the reason why d-xylonate could be tested in DF1102.

### Overexpressing the Weimberg pathway genes in ***M. thermophila ***Δ***Mtxyl1*** mutant restored its growth on d-xylose

After knocking in the *C. crescentus* Weimberg pathway, *M. thermophila* still could not grow on VMM plate when supplied only with d-xylose. Low activity of XDH encoded by *xylB* might be the main reason. Previous reports showed that the conversion of d-xylonolactone into d-xylonate occurred spontaneously at neutral pH [28, 29]. Hence, only *Mtxyd1* was selected in following construction of the Weimberg pathway in *M. thermophila* to convert d-xylose to d-xylonate. In addition, multicopy of the lower Weimberg pathway enabled yeast biomass assimilation [14]. Thus, strong constitutive promoters *Ptef* and *Pgpda* were used for *Mtxyd1*and *xylD*, respectively. Then, a new Weimberg pathway gene group including *Mtxyd1*, *xylD*, *xylX*, and *xylA* was randomly inserted into the genome of *M. thermophila* to obtain DF1406. Besides, it was reported that KGSADH encoded by *ksaD* from *C. glutamicum* functioned better than KGSADH encoded by *xylA* from *C. crescentus* when expressed in *S. cerevisiae* [14]. Moreover, k*cat* of 2-keto-3-deoxy-d-xylonate dehydratase (KdxD) (*BxxylX*) from *Burkholderia xenovorans* was ninefold higher than that of KdxD (*xylX*) from *C. crescentus* [13]. Therefore, another mutant DF1501 that contained *Mtxyd1*, *xylD*, *BxxylX* and *ksad* was constructed using the same way as DF1406.

The gene number showed that multicopy of Weimberg pathway genes were inserted into the genome of *M. thermophila* (Additional file 4: Fig. S4a). Growth of DF1406 and DF1501 on XVMM plate was restored (Fig. 3a). d-Xylose consumption of these two strains were also measured in flask. Results showed that strains containing Weimberg pathway could germinate and utilize d-xylose in liquid medium when inoculated with spores (Fig. 3c). Besides, d-xylose consumption of DF1406 and DF1501 was improved to 4.60 g/L/day and 5.17 g/L/day, which was about 3 times higher than DF1102, when cultured with mycelium transfer (Fig. 3d). Moreover, there is 1.90 and 3.19 times increase of d-xylonate and α-ketoglutarate, respectively, in intracellular metabolites of DF1501 compared with DF1102 (Additional file 5: Fig. S5a, b). The activity of XDH in DF1406 and DF1501 was about ten times higher than that in DF1310 which contained one copy of *Mtxyd1* (Fig. 4). The lower part activity of the pathway that included XylD, XylX/BxXylX and XylA/KsaD was assessed through the combined enzyme activity by determining NADH formation from d-xylonate. However, no obvious enzymatic activity was detected (Additional file 6: Fig. S6). This suggested that the activity of lower part of the pathway was probably the limit step to form biomass via Weimberg pathway.

### Engineering *M. thermophila* to produce BT using XOP

XOPs have already been employed for chemical synthesis from lignocellulosic biomass in many microorganisms, such as *E. coli* [13], *Saccharomyces cerevisiae* [18]. Filamentous fungi offer great potential in using lignocellulosic biomass to synthesize chemicals. Synthesis steps of BT from d-xylose share three upper enzymes with the Weimberg pathway. Thus, engineering *M. thermophila* to produce BT was explored with wild-type *M. thermophila* ATCC42464 (WT) as starting strain. Firstly, the gene set of *Mtxyd1*, *xylC*, *xylD*, *kivD*, and *adh1* was overexpressed in *M. thermophila* to obtain strain YL1134 in just one round of transformation. Production of BT was not detected via GC–MS after measuring extracellular metabolites of YL1134 at day 8 (Fig. 5b). In *E. coli*, the activity of benzoylformate decarboxylase is the key limit factor for BT production [32]. Therefore, another candidate gene of benzoylformate decarboxylase *mdlC* from *Pseudomonas putida* was overexpressed in YL1134 to get YL1212. After 10 days of fermentation, production of BT was verified by GC–MS (Fig. 5a, b) and the titer of BT reached 187.7 mg/L (Fig. 5c).

**Fig. 5:**
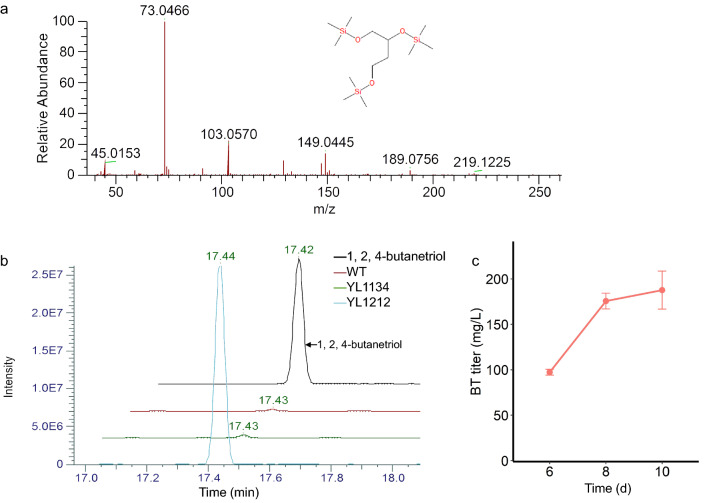
**a** MS spectra of BT at 17.42 min. **b** GC–MS analysis of extracellular metabolites of WT, YL1134 and YL1212 at day 8. **c** BT titer of YL1212

### Transcriptional profile of *M. thermophila* with the Weimberg pathway

RNA-seq was used to study the effect of *Mtxyd1* deletion and the Weimberg pathway insertion at transcript level. Starting strain JG207 and its mutants DF1102, DF1406, DF1501 were pre-cultured in VMM supplemented with 2% glucose (GVMM). Then, filtered mycelium was transferred to VMM with 10 g/L d-xylose for 4 h. 

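RNA was sequenced from 8 libraries, 2 from each of 4 strains, all taken after preculture for 24 h with glucose and 4 h with d-xylose at 45 °C and 150 rpm. JG207 was the starting strain, and DF1102 lacked Mtxyl1, the gene of the d-xylose reductase that opens the oxo-reductive pathway. DF1406 lacked Mtxyl1 and carried Mtxyd1, xylD, xylX and xylA of the Weimberg pathway, and DF1501 lacked Mtxyl1 and carried Mtxyd1, xylD, BxxylX and KsaD. Reads counted in genes summed to 20854157 and 21408353 in JG207, 21148620 and 20935542 in DF1102, 20880906 and 21032190 in DF1406, and 20843208 and 20727346 in DF1501. The authors filtered the reads with SOAPnuke, mapped them with TopHat2 2.0.12 to the M. thermophila genome and counted reads unique to a gene with HTSeq 0.13.5. The deposited counts were tested without further change, in edgeR with TMM factors and a single fit of all 8 libraries, with Benjamini-Hochberg adjustment. The filter on low counts kept 8335 genes, and these were tested. Genes are called higher or lower at an adjusted p of at most 0.05 and a fold of at least 2 against JG207, or of at least 1.5 against DF1102, the thresholds of the legends of Figs. 6 and 7. On principal components of log2 CPM, which are counts scaled by library size and TMM factor, component 1 held 68.6% of the variance. It placed JG207 at -51.0 and -51.9, DF1102 at 38.8 and 40.3, and DF1406 at 16.9 and 17.6. The libraries of DF1501 lay further apart, at 5.00 and -15.7, and replicate 2 lay nearer JG207. The paper's text does not say whether the 2 libraries of a strain came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. The fit holds a single estimate of spread per gene for all 4 strains, although the libraries of DF1501 differed more. Deviations from the strain mean in log2 CPM had a root mean square of 0.207 there and of 0.143 to 0.161 in the other strains. Tests with DF1501 may thus use too small a spread, and tests between the other strains too large a one. The strand setting of the counting is not named in the paper's text either, so reads from overlapping genes on opposite strands may be counted together.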

Compared with JG207, a group of genes was notably enriched in carbohydrate metabolic process in strain DF1102 (Fig. 6a). These genes mainly belonged to GH and AA families (Fig. 6b, c) which were related to carbohydrate-active enzymes (CAZymes). 

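Mtxyl1 (MYCTH_43671), the gene deleted from DF1102, DF1406 and DF1501, stood at 1676 and 1773 RPKM in JG207, 412 and 383 in DF1102, 102 and 109 in DF1406 and 252 and 228 in DF1501. Its log2 fold change against JG207 was -2.12 (standard error 0.14, edgeR adjusted p = 1.1e-05) in DF1102, -3.97 in DF1406 and -2.85 in DF1501, with Benjamini-Hochberg adjustment. The table holds a single count per gene, so where in Mtxyl1 the remaining reads lie was not analysed here. Of 8335 genes tested, 849 were higher and 923 were lower in DF1102 than in JG207. Among those with at least 10 CPM and libraries that do not overlap, the 5 highest folds included MYCTH_100068, a xylanase of family GH11, at a log2 fold change of 11.21 (standard error 1.36). They also included MYCTH_2309487, which matches a peroxisomal enzyme of fatty acid beta-oxidation, at 7.46 (standard error 0.77), and MYCTH_40719, which matches dihydroxyacetone kinase, at 6.85 (standard error 0.36). MYCTH_2094591, which matches a quinone oxidoreductase, was at 7.00 (standard error 0.95), and MYCTH_2308874, which has no description, at 6.93 (standard error 0.94). The 5 lowest were MYCTH_61507, which matches a vacuolar transporter of glutathione conjugates, at -4.63 (standard error 0.65), MYCTH_2307967, with no description, at -4.62 (standard error 0.46), and MYCTH_77059, which matches an NADP-dependent dehydrogenase of hydroxy acids, at -4.44 (standard error 0.21). MYCTH_109620, which matches a fatty acid desaturase, followed at -4.34 (standard error 0.20) and MYCTH_2311075, with no description, at -4.27 (standard error 0.49). The edgeR adjusted p of these 10 genes lay between 2.6e-06 and 3.4e-04. The reference gene actin (MYCTH_2314852) did not pass the test, at -0.25 (standard error 0.15, edgeR adjusted p = 0.175), nor did pck (MYCTH_2315623), of gluconeogenesis, at 0.50 (standard error 0.38, edgeR adjusted p = 0.289). Descriptions given as matches are those of the best match in Saccharomyces cerevisiae.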

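All 45 glycoside hydrolase (GH) genes of Fig. 6b, whose products cut the bonds between sugars in plant cell walls, were higher in DF1102 than in JG207, with a median fold of 4.11 and a range from 2.06 to 2375. All 8 auxiliary activity (AA) genes of Fig. 6c, which encode redox enzymes that act beside the hydrolases, were higher too, with a median fold of 4.55 and a range from 2.10 to 67.5. The counts were again 45 and 8 when adjusted over the list alone. The study chose both lists on the samples measured here, so neither these counts nor the list tests below are independent evidence of direction. The GH genes held 0.411% and 0.392% of the counts in the libraries of JG207 and 2.52% and 2.46% in those of DF1102. Relative to all other genes, both lists were shifted upwards in limma's camera with a preset correlation of 0.01, at adjusted p = 8.3e-24 for GH genes and 1.3e-05 for AA genes. Neither call held with an estimated correlation, at adjusted p = 0.344 with an estimated correlation for each list.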

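Of the 45 GH genes of Fig. 6b, 11 belong to families GH10 and GH11, which hold endoxylanases, and GH43, which holds beta-xylosidases and arabinofuranosidases. All 11 were higher in DF1102 than in JG207, with a median fold of 8.36, and 11 were so when adjusted over the list alone. The GH11 gene MYCTH_100068 (Xyl7) went from 0.344 and 0.335 RPKM in the 2 libraries of JG207 to 918 and 733 in those of DF1102. Another GH11 gene, MYCTH_89603 (Xyn1, Xyl6), was the most abundant of the named xylanases, at 318 and 266 RPKM in JG207 and 9970 and 8914 in DF1102, a log2 fold change of 5.00 (standard error 0.74, edgeR adjusted p = 4.3e-04) with Benjamini-Hochberg adjustment. The GH11 gene MYCTH_49824 had a log2 fold change of 4.89 (standard error 0.77, edgeR adjusted p = 6.3e-04), and the GH10 gene MYCTH_112050 (Xyn2, Xyl3) one of 4.04 (standard error 0.43, edgeR adjusted p = 8.1e-05). The study chose this list on the samples measured here, so its count is not independent evidence of its direction. In camera the list was higher than other genes at adjusted p = 4.9e-07, and at adjusted p = 0.344 with an estimated correlation. The same choice of genes favours this test, so it is not independent evidence either.

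**Figure D1:**
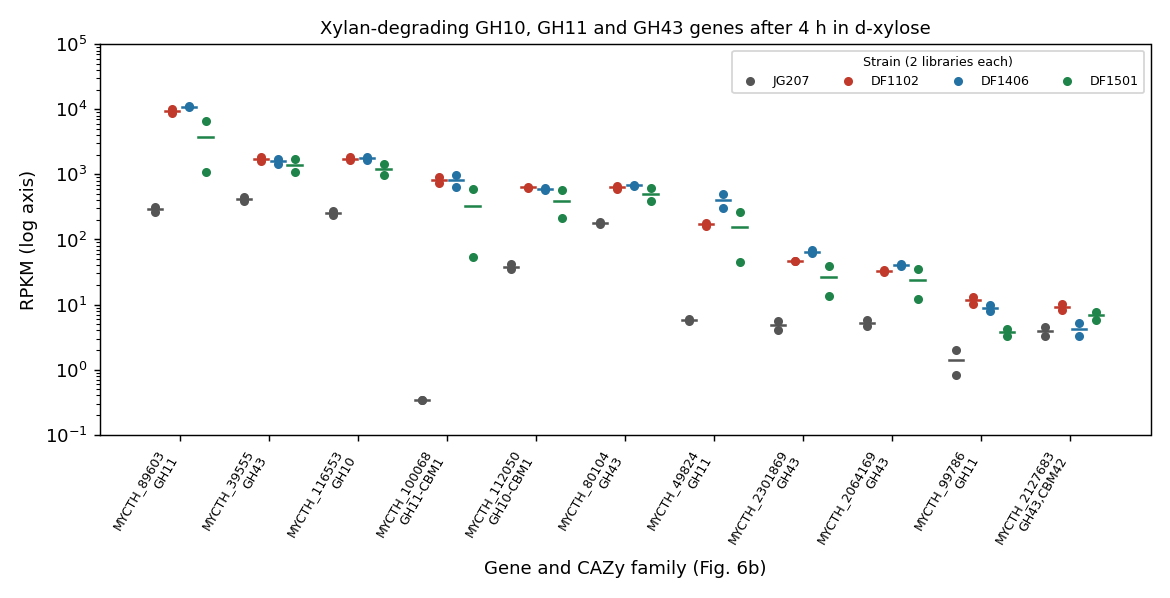
RPKM on a log axis of the 11 GH10, GH11 and GH43 genes of Fig. 6b in JG207, DF1102, DF1406 and DF1501. Dots are the 2 libraries of each strain and bars their means. MYCTH_100068 lies at 0.344 and 0.335 RPKM in JG207 and at 595 and 54.0 in DF1501.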

In GH family, genes that encode hydrolytic enzymes (GH10, GH11, GH43) in xylan degradation were remarkably upregulated. 

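Fig. 6c lists 6 genes of family AA9, whose copper-dependent monooxygenases cleave polysaccharide chains by oxidation, and all 6 were higher in DF1102 than in JG207. The count was also 6 when adjusted over the list alone. MYCTH_110651 went from 0.108 and 0.140 RPKM in the 2 libraries of JG207 to 8.85 and 8.51 in those of DF1102, a log2 fold change of 6.08 (standard error 0.77, edgeR adjusted p = 2.0e-04) with Benjamini-Hochberg adjustment. MYCTH_46583 and MYCTH_80312 were more abundant in DF1102, at 41.4 and 41.6 RPKM and 63.0 and 63.8 RPKM, with log2 fold changes of 2.37 (standard error 0.25) and 2.00 (standard error 0.20). The study chose this list on the samples measured here, so its count is not independent evidence of its direction. In camera AA9 genes were higher than other genes at adjusted p = 0.00110, and at adjusted p = 0.355 with an estimated correlation. The same choice of genes favours this test, so it is not independent evidence either. MYCTH_112089 had the lowest RPKM of the named AA9 genes in DF1102, at 0.573 and 1.45, with a log2 fold change of 2.55 (standard error 0.91, edgeR adjusted p = 0.0382). It lost the call in edgeR without JG207 replicate 1 (adjusted p = 0.0714), JG207 replicate 2 (0.182) or DF1102 replicate 2 (0.251), and in limma on log2(RPKM + 1) with and without a filter on low values (0.0631 and 0.0797).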

Besides, lytic polysaccharide monooxygenases (LPMOs) which were classified in AA9 family were also significantly upregulated. LPMOs were known to boost the hydrolytic breakdown of lignocellulosic biomass due to their oxidative mechanism [33, 34]. Moreover, positive regulators of cellulase and some hemicellulase genes (*clr-1*, *clr-2*, *clr-4*), xylanase and xylose utilization genes (*xyr-1*) were upregulated. In addition, a group of genes which were annotated as sugar transporter also were enriched (Fig. 6a, d). Similarly, most upregulated genes in DF1102 were also increased in strain DF1406 and DF1501 when compared with JG207. 

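Of these 4 genes, which encode transcriptional regulators, 3 passed the fold of 2 in DF1102, and all 4 had an adjusted p below 0.05. The log2 fold change was 2.19 (standard error 0.15, edgeR adjusted p = 1.0e-05) for clr-1 (MYCTH_2298863) and 1.79 (standard error 0.13, edgeR adjusted p = 1.4e-05) for xyr-1 (MYCTH_2310145), with Benjamini-Hochberg adjustment. For clr-2 (MYCTH_38704) it was 1.08 (standard error 0.19, edgeR adjusted p = 0.00113). For clr-4 (MYCTH_2296492) it was 0.99 (standard error 0.11, edgeR adjusted p = 1.1e-04), a fold of 1.98. Adjusted over the list alone, 3 of the 4 again passed both thresholds, and the study chose this list on the samples measured here, so the count is not independent evidence. In each of the 4 genes both libraries of DF1102 were above both of JG207.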

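Of the 19 sugar transporter genes of Fig. 6d, 18 were higher in DF1102 than in JG207 and 1 missed the fold of 2, with a median fold of 4.76 over the list and a range from 1.97 to 39.6. MYCTH_84164, which matches the hexose transporter family, went from 2.56 and 2.30 RPKM in JG207 to 91.2 and 102 in DF1102, a log2 fold change of 5.31 (standard error 0.30, edgeR adjusted p = 4.6e-06) with Benjamini-Hochberg adjustment. MYCTH_108044, which matches a plasma membrane sensor of low glucose, had a log2 fold change of 5.17 (standard error 0.44, edgeR adjusted p = 3.0e-05). MYCTH_2307233, of the hexose transporter family, was at 3.44 (standard error 0.26), and MYCTH_114107, which matches a glycerol proton symporter, at 3.10 (standard error 0.20) and at 858 and 914 RPKM in DF1102. Adjusted over the list alone, the count was again 18. The study chose this list on the samples measured here, so its count is not independent evidence of its direction. A second list took every gene whose S. cerevisiae match is described as a sugar transporter, whatever its change. Of its 26 tested genes, 11 were higher in DF1102 and 1 was lower, and 11 were higher when adjusted over the list alone. This list shares 11 genes with Fig. 6d, and of the other 15 genes 1 was higher, MYCTH_2129548 at a log2 fold change of 3.84, and 1 lower, MYCTH_114678 at -1.68, named here after their values were seen. In camera the list of Fig. 6d was higher than other genes at adjusted p = 6.7e-16, and at adjusted p = 0.310 with an estimated correlation. The study's choice of genes favours this test, so it is not independent evidence either. The list by description was higher at adjusted p = 2.3e-06, and at adjusted p = 0.344 with an estimated correlation.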

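Of the 849 genes higher in DF1102 than in JG207, 509 (60.0%) were also higher in DF1406 and 344 (40.5%) in DF1501 at the same thresholds. A log2 fold change above 0, whatever its size or test, was found for 842 of them (99.2%) in DF1406 and 832 (98.0%) in DF1501. Among the CAZyme genes, 40 of the 45 GH genes and all 8 AA genes were higher in DF1406, and 31 GH and 7 AA genes in DF1501. Of the 19 transporters of Fig. 6d, 16 were higher in DF1406 and 15 in DF1501. Adjusted over the list alone, these counts were 40, 8, 31 and 7 for the CAZymes, and 16 and 16 for the transporters, and the lists are not independent evidence, since the study chose them on these samples. Higher in all 3 strains were 31 GH, 7 AA and 14 transporter genes. The median fold of the GH genes was 4.32 in DF1406 and 2.68 in DF1501, that of the AA genes 4.58 and 2.70, and that of the transporters 4.89 and 3.33. The GH11 gene MYCTH_100068 again had the highest fold, at a log2 fold change of 11.26 (standard error 1.36) in DF1406 and 9.91 (standard error 1.33) in DF1501, where its libraries stood at 595 and 54.0 RPKM. MYCTH_2307967, with no description, was among the lowest in each, at -3.19 (standard error 0.42) and -2.21 (standard error 0.41). In total 594 genes were higher and 334 lower in DF1406, and 391 higher and 108 lower in DF1501, in edgeR with Benjamini-Hochberg adjustment. In DF1501 the higher genes numbered 258 without JG207 replicate 2, and the lower genes 63 without DF1501 replicate 1 and 212 without DF1501 replicate 2. The 7 AA genes became 4 without JG207 replicate 1, 4 without JG207 replicate 2 and 2 without DF1501 replicate 1, and 4 in limma on log2(RPKM + 1). Comparisons with the same 2 libraries of JG207 share chance values, and independent lists of these sizes would share 60.5 and 39.8 higher genes. In 20 simulations of unchanged strains, with the shared controls drawn anew each time, at most 1 gene was shared. No gene changes there and few can be called, so this count cannot show what shared controls add among many called genes. The log2 fold changes correlated at 0.885 and 0.814 across genes, against 0.495 and 0.499 simulated, with covariances of 0.746 and 0.526 against 0.0246 and 0.0248. Part of the excess may come from the shared controls, since JG207 has only 2 libraries.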

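Mtxyd1 (MYCTH_112471) was expressed 5.04-fold higher in DF1102 than in JG207 by edgeR's fitted counts, and 5.07-fold by the ratio of the mean RPKM of the 2 libraries of each strain. Among other genes of d-xylose catabolism, xkia (MYCTH_67060), the d-xylulokinase gene, went from 80.9 and 91.9 RPKM in JG207 to 254 and 261 in DF1102, a log2 fold change of 1.57 (standard error 0.18, edgeR adjusted p = 1.1e-04) with Benjamini-Hochberg adjustment. The xylitol dehydrogenase gene xdh1 (MYCTH_2293953) went from 515 and 510 to 1168 and 1289 RPKM, at 1.26 (standard error 0.20, edgeR adjusted p = 6.0e-04). MYCTH_113236, the other annotated d-xylose reductase gene, stood at 118 and 122 RPKM in JG207 and 112 and 118 in DF1102, and did not pass the test, at -0.06 (standard error 0.10, edgeR adjusted p = 0.622). Of the 4 genes of d-xylose catabolism with Mtxyl1 among them, 3 were thus higher and 1 lower, also when adjusted over the list alone.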

After deletion of *Mtxyl1*, the expression of endogenous XDH gene *Mtxyd1* in DF1102 increased by 5 times when induced by d-xylose in comparison with JG207 (Additional file 4: Fig. S4b).

**Fig. 6:**
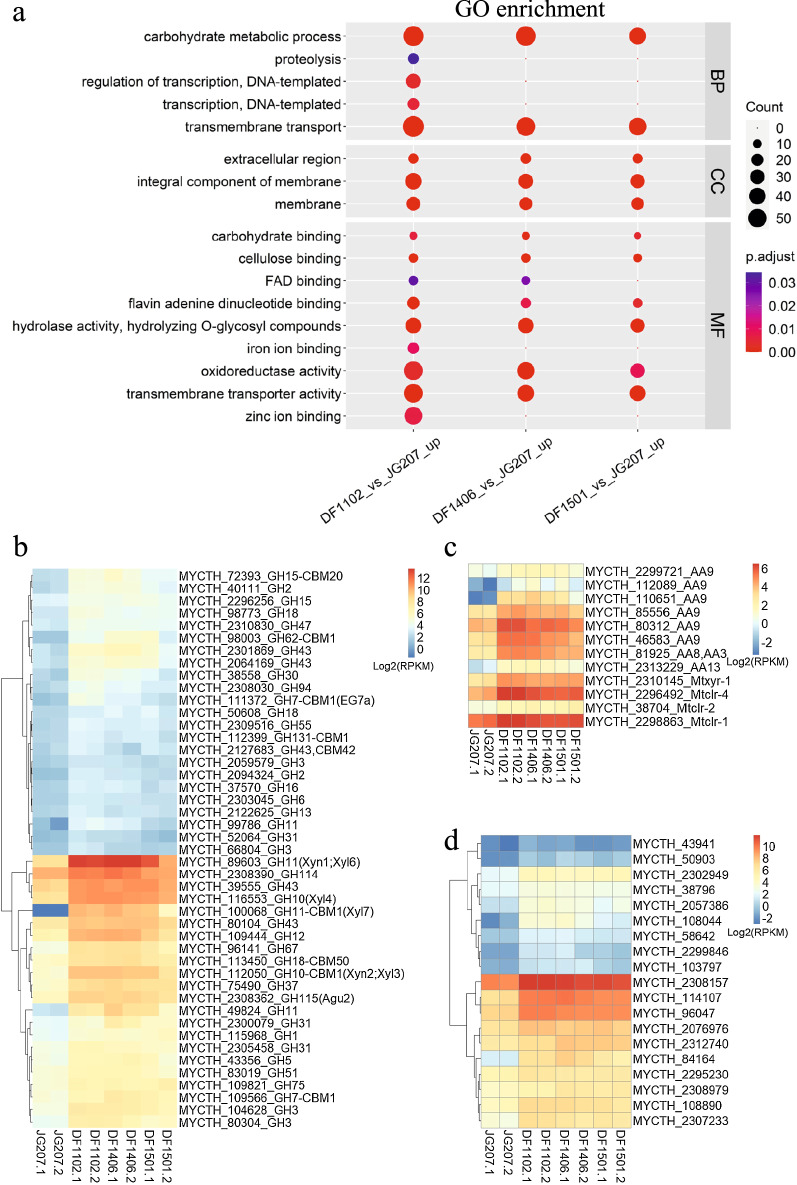
**a** Functional enrichment analysis of upregulated genes in DF1102, DF1406 and DF1501 (fold change ≥ 2, adjusted *p* value ≤ 0.05) compared with JG207. Heatmap of upregulated genes belonging to GH family (**b**), AA family and regulators (**c**), and sugar transporters (**d**)

The insertion of Weimberg pathway not only increased the consumption of d-xylose, but also affected its metabolism profiles at transcript level. 

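Against DF1102, 651 genes were higher and 360 lower in DF1406, and 1090 were higher and 687 lower in DF1501, of 8335 tested in edgeR with Benjamini-Hochberg adjustment. The highest folds in both strains included MYCTH_2314555, with no description, at a log2 fold change of 4.09 (standard error 0.32) in DF1406 and 3.45 (standard error 0.32) in DF1501, and MYCTH_77059, which matches a dehydrogenase of hydroxy acids, at 2.48 (standard error 0.21) and 3.38 (standard error 0.21). The lowest included MYCTH_69746, which matches UDP-glucose epimerase of galactose metabolism, at -3.48 (standard error 0.28) and -4.45 (standard error 0.31), and MYCTH_2307568, with no description, at -3.44 (standard error 0.23) and -3.86 (standard error 0.24). In DF1501 the highest was MYCTH_61507, a match of the vacuolar transporter of glutathione conjugates, at 3.50 (standard error 0.64, edgeR adjusted p = 0.00420), with 2.61 and 14.2 RPKM in its libraries. Mtxyl1 (MYCTH_43671) was lower than in DF1102 in both strains, at -1.85 (standard error 0.14) in DF1406 and -0.73 (standard error 0.14) in DF1501. In fits that leave 1 library in a strain, both counts of DF1406 fell whichever library of DF1102 or DF1406 was left out. Those of DF1501 fell or rose, depending on the library left out. Scaled by library size alone, the split in DF1406 was 524 higher to 511 lower, which is 50.6% higher in place of 64.4%. Limma on log2(RPKM + 1) without a filter on low values called 418 genes higher in DF1406.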

Compared with DF1102, upregulated genes in DF1406 and DF1501 possessed similar KEGG enrichment in metabolic process. 

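Of the 651 genes higher in DF1406 than in DF1102 and the 1090 higher in DF1501, 513 were the same genes, and of the 360 and 687 lower genes 211 were the same. By list, the 53 cytosolic ribosomal protein genes higher in DF1406 were all higher in DF1501 as well. For amino acid biosynthesis 18 genes were higher in both strains, for oxidative phosphorylation 13, for DNA replication 12 and for glycolysis 7. These overlaps were not recomputed without single libraries, and both comparisons use the same 2 libraries of DF1102. Independent lists of these sizes would share 85.1 higher and 29.7 lower genes. In 20 simulations of unchanged strains, with the libraries of DF1102 drawn anew, at most 1 higher gene was shared. No gene changes there and few can be called, so this cannot show what the shared libraries add. Part of the excess may come from the shared libraries, since DF1102 has only 2.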

Increased genes were mainly enriched in biosynthesis of secondary metabolites, ribosome, biosynthesis of amino acids, biosynthesis of cofactors and carbon metabolism (Fig. 7a), all of which were believed to be important for cell growth. 

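Of 68 genes of cytosolic ribosomal proteins, which form the translating ribosome, 53 were higher in DF1406 than in DF1102 (median fold 1.61) and 56 in DF1501 (median fold 1.74). The others did not pass both the adjusted p and the fold of 1.5. The counts were 55 and 56 when adjusted over the list alone. All 68 had positive log2 fold changes in both strains, and 51 of the 68 had been lower in DF1102 than in JG207 (median fold of the list 2.27). The fall and the rises rest on the same libraries of DF1102, whose chance values favour opposite changes. MYCTH_2300549, a protein of the large subunit, stood at 448 and 508 RPKM in JG207, 105 and 108 in DF1102, 230 and 227 in DF1406 and 207 and 397 in DF1501. Its log2 fold change in DF1501 was 1.48 (standard error 0.23, edgeR adjusted p = 0.00201) with Benjamini-Hochberg adjustment. Of 39 genes of amino acid biosynthesis in Table S5, 59.0% had been lower in DF1102 than in JG207 and 5.13% higher. The lower genes included 20 of those higher in DF1406 and 17 of those higher in DF1501 against DF1102. The shared libraries of DF1102 favour this overlap in the same way. Against DF1102, 22 of the 39 were higher in DF1406 and 21 in DF1501 (23 and 21 adjusted over the list alone). Among them leu2 (MYCTH_2304102), of leucine synthesis, had 1.65 (standard error 0.17, edgeR adjusted p = 0.00114) in DF1406 and 1.48 (standard error 0.17) in DF1501, and lys20 (MYCTH_2307131), of lysine synthesis, 1.39 (standard error 0.19) and 1.52 (standard error 0.19). For acetolactate synthase ilv2 (MYCTH_2299597), of valine and isoleucine synthesis, the values were 1.34 (standard error 0.20) and 1.57 (standard error 0.20). In camera ribosomal genes were higher at adjusted p = 3.1e-19 in DF1406 and 3.0e-15 in DF1501, and at adjusted p = 0.422 and 0.469 with an estimated correlation. For amino acid biosynthesis these were 1.4e-14 and 9.6e-08, and adjusted p = 0.321 and 0.466 with an estimated correlation. In DF1406 the ribosomal calls were lost whichever of the 4 libraries was left out: edgeR called 0 genes without DF1102 replicate 1 or DF1102 replicate 2, where 53 and 60 genes had an unadjusted p under 0.05, and 1 each without DF1406 replicate 1 or 2. The median log2 fold change of the list was then 0.64, 0.74, 0.66 and 0.73, against 0.69 with all libraries. Limma on log2(RPKM + 1) called 29, limma on log2(RPKM + 0.1) 33, and limma without a filter on low values 14. In DF1501 the count was 11 without DF1102 replicate 1, 28 without DF1102 replicate 2 and 25 without DF1501 replicate 2. For amino acid biosynthesis in DF1406 it was 2 without DF1102 replicate 1, 9 without DF1102 replicate 2 and 5 without DF1406 replicate 2, with list medians of 0.66, 0.79 and 0.59 against 0.73. There lys20 (1.26, adjusted p = 0.0540) and ilv2 (1.29, 0.0615) lost the call in edgeR without DF1102 replicate 1. From the enrichment of such pathways in Fig. 7a, the paper states that the increased genes are of kinds believed to matter for growth, under its statement that the inserted pathway changed metabolism at the level of transcripts.

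**Figure D2:**
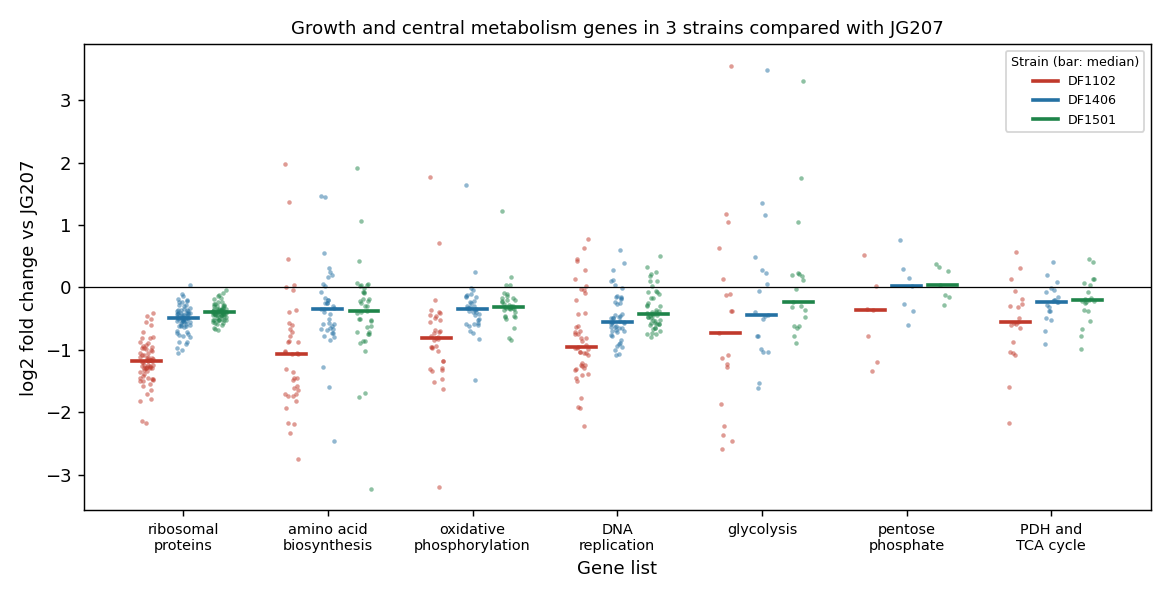
Log2 fold change against JG207 of the genes of 7 lists of growth and central metabolism in DF1102, DF1406 and DF1501 (2 libraries per strain). Each dot is a gene, bars are medians and the line marks 0. The median of the ribosomal proteins is -1.18 in DF1102, -0.49 in DF1406 and -0.40 in DF1501.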

Besides, gene expression was mapped onto central carbon metabolism (Fig. 7b). Genes in glycolysis, PPP, and part of tricarboxylic acid cycle (TCA) were greatly upregulated to support strain growth when using the Weimberg pathway.

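Of 19 glycolysis genes in Table S5, 7 were higher in DF1406 than in DF1102 and 8 in DF1501. Of 7 genes of the pentose phosphate pathway (PPP), 3 and 4 were higher, and of 20 genes of pyruvate dehydrogenase and the TCA cycle 3 and 6. These counts were the same when adjusted over the list alone, and the other genes did not pass the thresholds. Against JG207, DF1102 had 47.4% of the glycolysis genes lower and 15.8% higher, and 28.6% (PPP) and 25.0% (TCA) lower with 0% higher. All 7 and 8 glycolysis genes that rose were among the lower ones, as were 2 and 2 of PPP and 3 and 4 of TCA. Both calls use the same libraries of DF1102, so chance values there favour this overlap. Glycolysis genes held on average 1.99% of counts in JG207, 0.580% in DF1102, 0.918% in DF1406 and 1.37% in DF1501. Enolase (MYCTH_2295989) had a log2 fold change of 1.43 (standard error 0.18, edgeR adjusted p = 0.00264) in DF1406 and 1.99 (standard error 0.19) in DF1501, and aldolase (MYCTH_2300033) 1.08 (standard error 0.13, edgeR adjusted p = 0.00170) and 1.63 (standard error 0.13), with Benjamini-Hochberg adjustment. Triose phosphate isomerase (MYCTH_2304931) had 1.23 (standard error 0.17) and 1.58 (standard error 0.17). Other genes of Table S5 that match these enzymes did not rise in this way. MYCTH_2298452, which matches aldolase, had 0.19 and -0.13, and MYCTH_39694, which matches triose phosphate isomerase, -0.07 and -0.25. In the PPP, transaldolase (MYCTH_2297820) had 0.82 (standard error 0.16) and 1.04 (standard error 0.16), and ribose phosphate isomerase (MYCTH_2299676) 0.74 (standard error 0.12) and 1.05 (standard error 0.12). Aconitase (MYCTH_2302623), which isomerises citrate in the TCA cycle, had 1.28 (standard error 0.18) and 1.20 (standard error 0.18), and malate dehydrogenase (MYCTH_2305575) 0.73 (standard error 0.18) and 0.80 (standard error 0.18). In camera the 3 lists were higher in DF1406 at adjusted p = 1.3e-04 (glycolysis), 0.00252 (PPP) and 0.00190 (TCA), and at adjusted p = 0.321, 0.321 and 0.472 with an estimated correlation. In DF1501 they were higher at 1.6e-05, 0.00766 and 0.00852, and at adjusted p = 0.466, 0.466 and 0.479 with an estimated correlation. In DF1406 the 7 glycolysis genes became 3 without any one of DF1102 replicate 1, DF1102 replicate 2, DF1406 replicate 1 or DF1406 replicate 2, with a median log2 fold change of the list of 0.31 to 0.40 against 0.35 with all libraries. The 3 PPP genes became 1 without DF1406 replicate 1, and edgeR called 0 without DF1102 replicate 1, DF1102 replicate 2 or DF1406 replicate 2, where 4, 5 and 4 had an unadjusted p under 0.05 and the medians were 0.49, 0.61 and 0.52 against 0.52. Of the TCA genes edgeR called 0 without DF1102 replicate 1, where 6 had an unadjusted p under 0.05 and the median was 0.26 against 0.31, and the 6 TCA genes of DF1501 became 3 without that library (median 0.24 against 0.34). In DF1406, malate dehydrogenase and transaldolase lost the call without any one of the 4 libraries compared, at log2 fold changes from 0.59 to 0.90 and from 0.76 to 0.88 and edgeR adjusted p from 0.0616 to 0.151 and from 0.0565 to 0.0909. Ribose phosphate isomerase lost it without DF1102 replicate 1, DF1102 replicate 2 or DF1406 replicate 2, at 0.66 to 0.82 and adjusted p from 0.0514 to 0.0590. Triose phosphate isomerase (1.13, adjusted p = 0.0583) and aconitase (1.26, 0.0549) lost it without DF1102 replicate 1, as did malate dehydrogenase in DF1501 (0.65, 0.0795).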

**Fig. 7:**
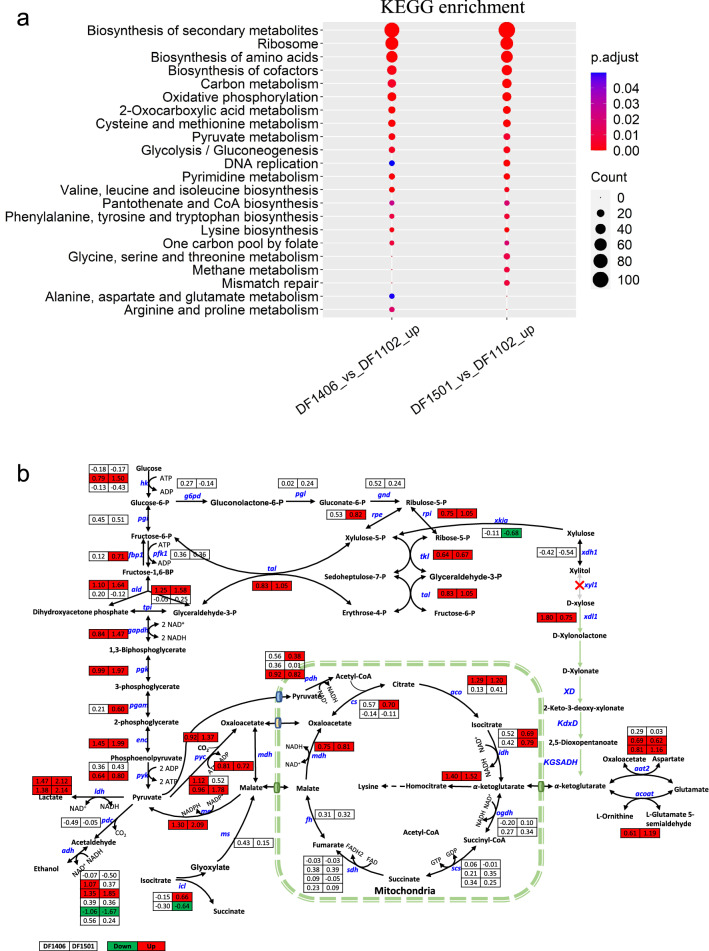
**a** Functional enrichment analysis of upregulated genes in DF1406 and DF1501 (fold change ≥ 1.5, adjusted *p* value ≤ 0.05) compared with DF1102. **b** Expression of genes in central metabolic pathway in engineered *M. thermophila* strain DF1406 and DF1501 compared with DF1102. Numbers near reactions represent log2-fold change in strains carrying the Weimberg pathway compared with DF1102 (upregulated genes (fold change ≥ 1.5, adjusted *p* value ≤ 0.05) are shown in red; downregulated genes (fold change ≤ 1.5, adjusted *p* value ≤ 0.05) are shown in green)

### Metabolic profile of *M. thermophila* with the Weimberg pathway predicted by GEM

Generally, α-ketoglutarate which is produced from the Weimberg pathway participates in TCA cycle to produce energy for cell growth. Cells also need to biosynthesize other components from intermediates, such as pyruvate, phosphoenolpyruvate and sugars. In strains with the Weimberg pathway, these intermediates are probably produced via other pathways, such as gluconeogenesis. In order to explore the metabolic profile in starting stain and its mutants, flux distributions were predicted using GEM of *M. thermophila* iDL1450 [26] with flux balance analysis (FBA) [35] (Fig. 8, Additional file 7). Results showed that 64.7% flux of phosphoenolpyruvate was utilized in gluconeogenesis in strains which contained the Weimberg pathway. ATP synthesis rate was also calculated using d-xylose as sole carbon source. The Weimberg pathway generated 26.6 mol ATP/mol d-xylose, whereas *oxo*-reduction pathway generated 28.3 mol ATP/mol d-xylose via PPP. At the same d-xylose uptake rate, growth rate in Weimberg pathway was lower than *oxo*-reduction pathway. The different flux distributions and low ATP synthesis rate of the Weimberg pathway probably caused lower growth efficiency compared with *oxo*-reduction pathway. The measured growth rate of DF1501 with the Weimberg pathway was 66.7% lower than the starting strain using *oxo*-reduction pathway (Additional file 8: Fig. S7).

**Fig. 8:**
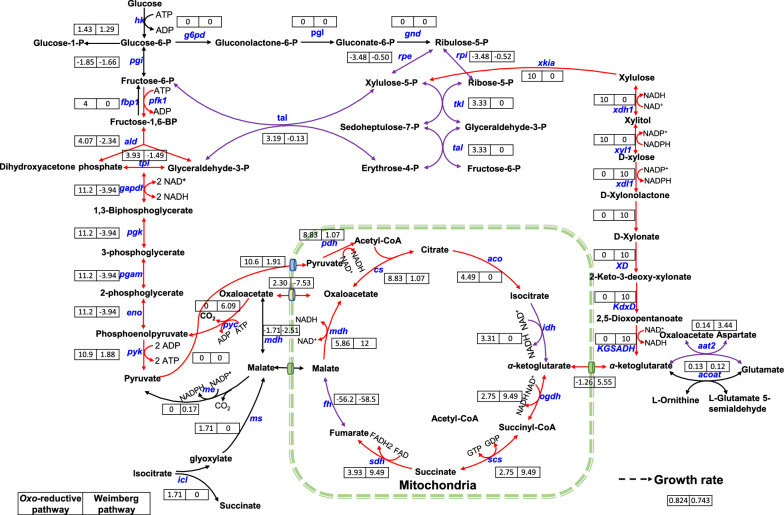
The flux distribution map predicted by GEM of *M. thermophila* iDL1450. Numbers near reactions represent fluxes in *oxo*-reduction and the Weimberg pathway. Color of reaction arrows reflect the flux differences between *oxo*-reduction and the Weimberg pathway (red: flux difference ≥ 4, purple: 4 > flux difference ≥ 2, black: flux difference < 2)

## Discussion

As one of the main sugars in lignocellulose, d-xylose can be utilized through *oxo*-reduction pathway in fungi where d-xylose is reduced to xylitol by a d-xylose reductase in the first place [36]. d-Xylose reductase gene in *M. thermophila* was identified by gene homologous search and *Mtxyl1* deletion and complementation experiments. Fungi have complex regulation networks to ferment sugars from lignocellulose. In *M. thermophila*, a number of enzymes and transcriptional regulators involved in plant biomass utilization were reported, such as CRE-1 [37], AmyR [38], CLR-4 [39] and XlnR/Xyr1 [40, 41]. 

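Together, the 11 GH10, GH11 and GH43 genes of Fig. 6b, which encode xylanases, xylosidases and arabinofuranosidases, held 0.139% and 0.123% of all counts in the 2 libraries of JG207. In the strains without Mtxyl1 they held 1.36% and 1.31% in DF1102, 1.49% and 1.42% in DF1406, and 1.07% and 0.415% in DF1501. The lowest share of these strains, in replicate 2 of DF1501, was above both libraries of JG207. Of the 11 genes, 10 were higher in DF1406 and 10 in DF1501 than in JG207 in edgeR with Benjamini-Hochberg adjustment, with median folds of 8.13 and 4.79, and 10 were higher in all 3 strains. The counts were 10 and 10 when adjusted over the list alone, and the list, chosen by the study on these samples, is not independent evidence.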

Here, genes related to hemicellulose and xylan-degrading enzymes that yield d-xylose was obviously upregulated after deletion of *Mtxyl1*. Besides, four positive regulator genes of cellulase and xylanase were also upregulated. 

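Clr-1 (MYCTH_2298863) stood at 16.3 and 21.4 RPKM in JG207, 84.4 and 87.1 in DF1102, 66.1 and 50.6 in DF1406 and 49.3 and 54.6 in DF1501. Xyr-1 (MYCTH_2310145), the activator of xylanase genes, stood at 6.14 and 8.31, 25.9 and 24.2, 19.8 and 20.6 and 22.2 and 21.7 RPKM in the same order. Clr-4 (MYCTH_2296492) stood at 38.4 and 44.5, 82.5 and 81.9, 67.8 and 58.5 and 59.2 and 68.2. Clr-2 (MYCTH_38704) was the least abundant, at 1.70 and 1.73, 3.63 and 3.67, 4.48 and 3.23 and 4.12 and 5.09. Against JG207, clr-1, xyr-1 and clr-2 were higher in DF1406, at log2 fold changes of 1.69, 1.55 and 1.22, and in DF1501, at 1.46, 1.60 and 1.41. Clr-4 was below the fold of 2 in both, at 0.67 (standard error 0.11, edgeR adjusted p = 0.00210) and 0.61 (standard error 0.11, edgeR adjusted p = 0.00665) with Benjamini-Hochberg adjustment.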

The deletion of *Mtxyl1* caused some kind of metabolic disorders. 

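The 19 transporter genes of Fig. 6d held 0.248% and 0.233% of all counts in the 2 libraries of JG207, 1.18% and 1.20% in DF1102, 1.10% and 0.899% in DF1406, and 0.930% and 0.820% in DF1501. MYCTH_114107, which matches a glycerol proton symporter of S. cerevisiae, was among the most abundant of the named transporters, at 89.3 and 118 RPKM in JG207, 1003 and 760 in DF1406 and 636 and 653 in DF1501. MYCTH_84164, of the hexose transporter family, stood at 158 and 116 RPKM in DF1406 and 60.1 and 37.1 in DF1501. Against DF1102, 2 of the 19 transporters were higher in DF1406, and in DF1501 2 were higher and 6 were lower (7 adjusted over the list alone) in edgeR with Benjamini-Hochberg adjustment.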

Although enough d-xylose was offered in medium, the strain without *Mtxyl1* still tried to upregulate upstream degrading enzymes and d-xylose transporters because the *oxo*-reductive pathway was blocked and low production of downstream metabolites of d-xylose was caused accordingly.

Except for *oxo*-reductive pathway, d-xylose can also be metabolized via XOPs, including the Dahms and Weimberg pathway [2]. XOPs are mainly found in archaea. Some enzymes of XOPs, such as XDH, can also be found in bacterial and fungal species [2]. Different genes that coded XDH were expressed in *M. thermophila.* Unlike yeast [28], XDH coding gene xylB originated from *C. crescentus* did not function well in this filamentous fungus. Thus, another two XDH coding genes, *Trxyd1* and native *Mtxyd1*, from filamentous fungi were tested*.* Results indicated that Mtxyd1 had the highest XDH activity in *M. thermophila*. In yeast, high d-xylonate titer was obtained after expression of *xylB* or *xyd1* [9, 10, 28]. Unexpectedly, among extracellular metabolites of DF1309 and DF1310, d-xylonate was not notably accumulated though obvious XDH activities were detected. Therefore, it is assumed that *M. thermophila* may contain certain regulation mechanism to control d-xylonate concentration to protect cells as *Mtxyd1* is a native coding XDH. Here, the expression of *Mtxyd1* was remarkably upregulated after deletion of *Mtxyl1*. 

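In the strains that carry inserted copies, Mtxyd1 (MYCTH_112471) stood at 4071 and 3640 RPKM in the libraries of DF1406 and 1947 and 1982 in those of DF1501, and reads of the native gene and of its inserted copies are counted together. The log2 fold change against DF1102 was 1.79 (standard error 0.20, edgeR adjusted p = 0.00161) in DF1406 and 0.75 (standard error 0.19, edgeR adjusted p = 0.0175) in DF1501, with Benjamini-Hochberg adjustment. Against JG207 it was 4.12 (standard error 0.22), a fold of 17.4, in DF1406 and 3.08 (standard error 0.21), a fold of 8.47, in DF1501. The call of DF1501 against DF1102 was lost in edgeR without DF1102 replicate 1 (log2 fold change 0.70, adjusted p = 0.110) or DF1102 replicate 2 (0.80, adjusted p = 0.0757), and in a fit of only the 4 libraries compared (0.75, adjusted p = 0.0549).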

The strain restarted the first step of XOP when *oxo*-reductive pathway was disabled. Here, *Mtxyd1* looks like an evolutionary residue or xylose utilization backup. The toxicity of d-xylonate and low efficiency of XOP may cause microorganisms to abandon this pathway in long-term evolution. While *Mtxyd1* still has an important role in d-xylose utilization because of its positive response to d-xylose. Although the role of XDH in filamentous fungi was still unclear, the results here may offer some clues to explore its function.

In this study, the entire Weimberg pathway was optimized and constructed in thermophilic fungus *M. thermophila*. After overexpression of the entire Weimberg pathway, strain growth of DF1406 and DF1501 on d-xylose was restored with disruption of *Mtxyl1*. d-xylose consumption of the two strains was significantly improved compared with DF1102. Transcriptomic analysis revealed that genes related to cell growth were obviously upregulated in strains carrying Weimberg pathway. 

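Genes of cytosolic ribosomal proteins held 5.21% and 5.72% of all counts in JG207, 2.43% and 2.52% in DF1102, 3.88% and 3.64% in DF1406, and 3.37% and 5.08% in DF1501, whose replicate 2 lay nearest JG207. Of 35 genes of oxidative phosphorylation, the respiratory chain and ATP synthase, 11 were lower and 1 higher in DF1102 than in JG207. Against DF1102, 14 of the 35 were higher in DF1406 and 17 in DF1501 (the same counts adjusted over the list alone). The fall in DF1102 and these rises share its libraries, so they are not independent, here and for DNA replication below. The gene of ATP synthase subunit c MYCTH_112204 stood at 1854 and 2236 RPKM in JG207, 207 and 240 in DF1102, 731 and 671 in DF1406 and 1028 and 1269 in DF1501. Against DF1102 its log2 fold change was 1.71 (standard error 0.17, edgeR adjusted p = 0.00111) in DF1406 and 2.35 (standard error 0.18, edgeR adjusted p = 1.2e-04) in DF1501, with Benjamini-Hochberg adjustment. Another gene of subunit c, MYCTH_82981, went the other way and was higher in DF1102 than in JG207. Of 47 genes of DNA replication, 20 were lower in DF1102 than in JG207, and against DF1102 12 were higher in DF1406 and 21 in DF1501 (13 and 22 adjusted over the list alone). Among them the catalytic subunit of DNA polymerase alpha (MYCTH_2061829) had 1.34 (standard error 0.18) in DF1406 and 1.48 (standard error 0.18) in DF1501. PCNA (MYCTH_2296073), the sliding clamp of the replication fork, had 0.92 (standard error 0.20) and 1.12 (standard error 0.20). In camera oxidative phosphorylation was higher at adjusted p = 2.5e-08 in DF1406 and 8.8e-07 in DF1501, and at adjusted p = 0.340 and 0.466 with an estimated correlation. For DNA replication these were 1.3e-04 and 2.1e-05, and adjusted p = 0.422 and 0.466 with an estimated correlation. Without DF1102 replicate 1 or 2 or DF1406 replicate 1 or 2, the counts in DF1406 were 1, 3, 4 and 3 for oxidative phosphorylation and 1, 2, 5 and 3 for DNA replication, and PCNA lost its call each time, at log2 fold changes from 0.74 to 1.12 and edgeR adjusted p from 0.0534 to 0.121. For DNA replication the count in DF1501 was 12 without DF1102 replicate 1 and 13 without DF1102 replicate 2, limma on log2(RPKM + 1) called 13 genes lower in DF1102 and 7 higher in DF1406, and without a filter on low values 13 and 5.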

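Of the 45 GH genes of Fig. 6b, 45 were higher than in JG207 in DF1102, 40 in DF1406 and 31 in DF1501, and all 45 had positive log2 fold changes in each strain. Their share of all counts was 2.84% and 2.61% in the libraries of DF1406 and 1.83% and 0.999% in those of DF1501. Tested directly against DF1102, 2 GH genes were higher and 4 lower in DF1406, and 19 were lower in DF1501 (20 adjusted over the list alone). The GH31 gene MYCTH_2300079 was higher in DF1406 than in DF1102, at 1.95 (standard error 0.19, edgeR adjusted p = 9.4e-04) with Benjamini-Hochberg adjustment. In DF1501 the GH11 gene MYCTH_99786 was lower than in DF1102, at -1.64 (standard error 0.31, edgeR adjusted p = 0.00463). The AA9 gene MYCTH_46583 was also lower in DF1501, at -1.04 (standard error 0.24, edgeR adjusted p = 0.0101), and lost the call in edgeR without DF1102 replicate 1 (adjusted p = 0.0550) or DF1102 replicate 2 (0.0595). In camera GH genes were lower than other genes in DF1501 against DF1102 at adjusted p = 6.7e-08, and at adjusted p = 0.466 with an estimated correlation. The 19 lower GH genes of DF1501 became 12 without DF1102 replicate 2 and 33 without DF1501 replicate 1. The study chose the list on the samples measured here, so these counts and the camera test are not independent evidence of direction.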

In spite of regained growth on d-xylose, DF1406 and DF1501 still had similar CAZyme regulation patterns with DF1102, but they have fewer genes. Results predicted by GEM iDL1450 illuminated that flux distribution of the Weimberg pathway is totally different from that of *oxo*-reductive pathway. Also, the Weimberg pathway showed lower energy efficiency than *oxo*-reductive pathway, which may help to explain the low growth rate in this study and other researches [12, 13]. In *E. coli*, the growth rate of recombinant strain containing the Weimberg pathway was 59% lower than that of wild-type host strain when using isomerase pathway [12]. These data suggest that the more work need to be done to realize the pathway’s potential benefits in heterologous host. Despite the lower energy efficiency, the Weimberg pathway still presents a promising route to produce valuable TCA-cycle derivatives from d-xylose due to its high carbon efficiency [13, 18, 42, 43]. Besides, it provides a parallel metabolic pathway to co-utilize glucose and xylose from hydrolysate of lignocellulosic biomass [6, 7]. Furthermore, *M. thermophila* was also engineered to produce BT, showing the opportunity to synthesize chemicals directly from lignocellulosic biomass through XOP.

## Conclusions

In present study, an alternative d-xylose utilization pathway was explored in *M. thermophila*. Firstly, the gene that coded native d-xylose reductase was identified and deleted in recombinant strains. Then, the Weimberg pathway was optimized and overexpressed in *M. thermophila*. Growth on d-xylose was restored after construction of the Weimberg pathway in *M. thermophila*. Also, this fungus was engineered to produce BT via XOP. After that, transcript profiles were investigated. Results showed that genes related to growth were obviously upregulated in strains containing the Weimberg pathway. This work provides a way to produce xylose-derived metabolites via XOP in filamentous fungi.

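Lists of protein synthesis outside the cytosolic ribosome differed in their share of higher genes, which over all 8335 tested genes was 7.81% in DF1406 and 13.1% in DF1501 against DF1102. Of 36 aminoacyl-tRNA synthetase genes, which charge tRNAs with amino acids, 7 were higher in DF1406 than in DF1102 (19.4%) and 14 in DF1501 (38.9%). The mitochondrial methionyl-tRNA synthetase gene (MYCTH_2302257) had a log2 fold change of 1.06 (standard error 0.15, edgeR adjusted p = 0.00350) in DF1406 and 1.32 (standard error 0.15, edgeR adjusted p = 6.8e-04) in DF1501, with Benjamini-Hochberg adjustment, and lost the former call without DF1102 replicate 1 (edgeR adjusted p = 0.0509). Of 56 genes of mitochondrial ribosomal proteins, 6 were higher in DF1406 (10.7%) and 3 in DF1501 (5.36%), and of 32 translation factor genes 2 (6.25%) and 8 (25.0%). Of 126 genes of ribosome biogenesis, 17 were higher in DF1406 (13.5%), and in DF1501 11 were higher (8.73%) and 4 lower. Of 9 histone genes, which rise with DNA synthesis, edgeR called 2 higher in DF1501. Adjusted over the list alone, these counts were the same except for the histones, of which 1 was higher in DF1501. In camera the synthetases were higher at adjusted p = 2.1e-05 in DF1406 and 1.9e-04 in DF1501, and at adjusted p = 0.405 and 0.469 with an estimated correlation. Mitochondrial ribosomal genes were higher at 8.4e-07 and 0.0171, and at adjusted p = 0.321 and 0.494 with an estimated correlation. Translation factors were higher at 0.0103 and 0.0245, and at adjusted p = 0.596 and 0.521 with an estimated correlation. Ribosome biogenesis was higher in DF1406 at 0.00164, and at adjusted p = 0.755 with an estimated correlation, and did not pass in DF1501 (adjusted p = 0.723, and 0.944 with an estimated correlation). Histones passed in neither strain (adjusted p = 0.661 and 0.163, and 0.996 and 0.599 with an estimated correlation). These lists were not recomputed without single libraries.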

## Methods

### Strains, media, and growth conditions

*M. thermophila* strains used in this study are listed in Table 1. JG207 is a promising strain to produce malic acid from cellulose, which has been engineered from WT strain by overexpressing a malate transporter-encoding gene *Aomae* and a pyruvate carboxylase *Aopyc* (more details can be seen in reference [24]). The exploration of the Weimberg pathway was performed in JG207. Considering the available resistance genes in the following construction, WT strain was selected to be engineered to produce BT. All *M*. *thermophila* strains were grown on GVMM agar plates at 35 °C for 7–10 days to obtain conidia. *E. coli* DH5α was used for construction and amplification of plasmids. *E. coli* was cultivated in Luria–Bertani (LB) medium with 100 µg/mL ampicillin for plasmid selection.

**Table 1:** Strains used in this study

Strain name	Relevant genotype	References
WT	*M. thermophila* ATCC42464 wide type	
JG207	overexpressing *Aomae*/*Aopyc*	[24]
DF1101	JG207, Δ*MYCTH_113236*	This study
DF1102	JG207, Δ*Mtxyl1*	This study
DF1135	JG207, *Mtxyl1*;Δ*Mtxyl1*	This study
DF1230	JG207, *pck*::*xylB*/*xylC*	This study
DF1232	JG207, Δ*Mtxyl1*, *pck*::*xylB*/*xylC*	This study
DF1203	JG207, Δ*Mtxyl1*, *pck*::*xylB*/*xylC*/*xylD*/*xylX*/*xylA*	This study
DF1309	JG207, Δ*Mtxyl1*, *pck*::*Trxyd1*	This study
DF1310	JG207, Δ*Mtxyl1*, *pck*::*Mtxyd1*	This study
DF1406	JG207, Δ*Mtxyl1*, overexpressing *Mtxyd1*/*xylD*/*xylX*/*xylA*	This study
DF1501	JG207, Δ*Mtxyl1*, overexpressing *Mtxyd1*/*xylD*/*BxxylX*/*KsaD*	This study
YL1134	WT, overexpressing *Mtxyd1*/*xylC*/*xylD*/*kivD*/*adh1*	This study
YL1212	YL1134, overexpressing *mdlc*	This study

For growth phenotypic profiling, starting strain JG207 and its mutants were grown on VMM with d-glucose or d-xylose containing 1.5% agar plates (90 mm diameter). All strains were inoculated with 2 µL suspension containing 500 spores and grown for 6 days at 35 °C.

For d-xylose consumption tests, two methods were implemented. One was inoculation of conidia into 50 mL VMM supplemented with 2% (w/v) d-xylose (XVMM) to a final concentration of 2.5 × 10^5^ conidia/mL in a 250-mL Erlenmeyer flask. The other was inoculation of mycelium into XVMM in a 250 mL Erlenmeyer flask. Before that, strains were pre-cultivated in GVMM for 24 h. Then the pre-cultivated medium was filtered through a Whatman glass microfiber filter on a Buchner funnel and washed thrice with VMM. Afterwards, about 2.0 g filtered mycelium (wet weight) was transferred into a shake flask with 50 mL XVMM. Dry cell weight (DCW) was used to calculate growth rate. All liquid cultures mentioned above were incubated under 45 °C at 150 rpm in a rotary shaker.

For BT production, a fermentation medium was used, containing (per liter) 40 g d-xylose, 5 g glucose, 8 g Bacto peptone, 4 g yeast extract, 0.15 g KH_2_PO_4_, 0.15 g K_2_HPO_4_, 0.12 g MgSO_4_·7H_2_O, 0.1 g CaCl_2_, 0.1 g thiamine hydrochloride, 1 mL biotin (0.1 g/L), 1 mL trace element solution (3.7 g/L (NH_4_)_6_(Mo7O_24_)·4H_2_O, 2.9 g/L ZnSO_4_·7H_2_O, 24 g/L H_3_BO_3_, 2.5 g/L CuSO_4_·5H_2_O, 15.8 g/L MnCl_2_·4H_2_O, 2 g/L Fe(NH_4_)_2_(SO_4_)_2_·6H_2_O, 5 g/L citric acid. BT fermentation was carried out in 100-mL medium in 250-mL Erlenmeyer flasks under 40 °C at 150 rpm in a rotary shaker.

### Construction of expression and deletion plasmids

All primer sequences and plasmids used in this study are listed in Additional file 9 and Additional file 10. For *MYCTH_43671* and *MYCTH_113236* deletion, vectors carrying donor DNA were constructed. 5′- and 3′-flanking regions were amplified from *M. thermophila* genomic DNA. PtrpC-*neo* was amplified from plasmid pAN52-PtrpC-*neo* [24]. pAN52 backbone containing ampicillin resistance gene (*ampR*) was amplified from plasmid pAN52-PtrpC-*neo*. 5ʹ- and 3ʹ-flanking fragments of the target genes and selectable marker cassette were assembled using the NEB Gibson assembly kit to generate plasmids donor-pAN52-43671-*neo* and donor-pAN52-113236-*neo*. Also, a donor DNA sequence without marker cassette was designed by introducing stop codon (TAA) centrally in the flank sequences named donor-43671-TAA for seamless gene deletion. For complementation of *MYCTH_43671*, a plasmid donor-pAN52-43671-*bar*-comp containing promoter of *MYCTH_43671* (predicted by Promoter-2.0 [44]) and whole gene sequence of *MYCTH_43671*. In detail, PtrpC-*bar* was amplified from pAN52-TB-Intron [45]. Fragment containing *MYCTH_43671* and its promoter was amplified from *M. thermophila* genomic DNA. Then these two fragments were ligated with fragment pAN52-5′-3′-43671 which was amplified from donor-pAN52-43671-*neo*.

Heterologous genes used in this study were codon-optimized for *M. thermophila* and synthesized from Genewiz Biotechnology (Tianjin, China). The synthesized genes were delivered on pUC-GW-Amp vectors and the optimized sequences were listed in Additional file 11. In order to integrate the upper Weimberg pathway *xylB* and *xylC* into *pck* (*MYCTH_2315623*) locus, a plasmid donor-pAN52-pck-*xylBC*-*neo* was constructed. Detailly, fragment *xylC*-Tpdc was created by overlapping PCR, digested with *Spe*I and *Eco*RV, and ligated with pAN52-PtrpC-*neo*-PgpdA [24] digested with the same restriction enzymes, resulting in plasmid pAN52-*xylC*-*neo*. Then, fragment Ppgk-*xylB* was amplified using overlapping PCR, digested with *Bam*HI and *Eco*RV, and inserted into pAN52-*xylC*-*neo* digested with the same restriction enzymes, obtaining plasmid pAN52-*xylBC*-*neo*. 5′- and 3′-flanking regions of *pck* were amplified from *M. thermophila* genomic DNA. After that, the flanking regions were assembled into pAN52-*xylBC*-*neo* digested with *Pac*I and *Nde*I to generate donor DNA sequence donor-pck-*xylBC*-*neo*.

The lower part of the Weimberg pathway containing *xylD*, *xylX* and *xylA* was designed to insert *neo* locus after *xylB*. Hence, a plasmid donor-pAN52-*xylDXA*-*bar* was assembled. The coding regions for xylD, xylX and xylA were inserted in between the promoter–terminator pairs of Ppdc and TgpdA, Peif and Tcbh, Ptef and Teif, respectively. TtrpC-PtrpC-*bar* was amplified from pAN52-TB-Intron. With the aid of the NEB Gibson assembly kit, the fragments TtrpC-PtrpC-*bar*, Ppdc-*xylD*-TgpdA, *xylA*-Teif, and 3′-flanking regions of *pck* were ligated with pAN52-TB-Intron digested with *Pac*I and *Nde*I to form plasmid pAN52-*xylDA*-bar. Then, fragments Peif-*xylX*-Tcbh and Peif were assembled into pAN52-*xylDA*-*bar* digested with *Pme*I to obtain plasmid donor-pAN52-*xylDXA*-*bar*.

To optimize XDH, another two candidate genes were employed. In detail, *Trxyd1* (TRIREDRAFT_53673) was amplified from *Trichoderma reesei* QM6a cDNA and *Mtxyd1* (*MYCTH_11247*), a homologous gene of *Trxyd1*, was cloned from cDNA of *M. thermophila*. These two sequences were, respectively, ligated with fragment donor-pAN52-*pck* which was amplified from plasmid donor-pAN52-*pck*-*xylBC*-*neo*, to form plasmid donor-pAN52-*pck*-*Trxyd1* and donor-pAN52-*pck*-*Mtxyd1* with the same promoter and terminator as *xylB*.

For overexpressing the Weimberg pathway genes, plasmids pAN52-*Mtxyd1*-*xylD*-*neo*, pAN52-*xylX*-*xylA*-*neo*, pAN52-*xylX*-*KsaD*-*neo* and pAN52-*BxxylX*-*KsaD*-*neo* were constructed. Fragment *xylD*-Tgpda was amplified from donor-pAN52-*xylDXA*-*bar*. Fragment Ptef-*Mtxyd1*-TtrpC was amplified using overlapping PCR. The two fragments were ligated with pAN52-PtrpC-*neo*-PgpdA digested with *Spe*I and *Xba*I to form plasmid pAN52-*Mtxyd1*-*xylD*-*neo*. PtrpC-*neo* was amplified from pAN52-PtrpC-*neo*-PgpdA and digested with *Hpa*I and *Not*I. Then the digested fragment was inserted into donor-pAN52-*xylDXA*-*bar* digested with the same restriction enzymes, obtaining plasmid pAN52-*xylX*-*xylA*-*neo*. Ptef-*KsaD*-Teif was amplified using overlapping PCR. pAN52-*neo* backbone was amplified from plasmid pAN52-PtrpC-*neo*. Peif-*BxxylX*-Tcbh was amplified using overlapping PCR. Then, these three fragments were assembled into plasmid pAN52-*BxxylX*-*KsaD*-*neo*.

For construction of sgRNA expression plasmids, specific sgRNA target sites in *MYCTH_43671* and *MYCTH_113236* were identified using the sgRNACas9 tool [46] with *M. thermophila* genome sequence and the target gene as inputs. Oligos with low off-target probability were selected and protospacer sequences are shown in Additional file 9. *M. thermophila* U6 promoter, RNA polymerase III U6 snRNA gene and pJET1.2/blunt backbone were directly amplified from plasmid U6-pck-sgRNA [24]. Then, the fragments were assembled by NEB Gibson assembly kit to form plasmids U6-43671-sgRNA, and U6-113236-sgRNA. The Cas9-expression PCR cassette Ptef1-*Cas9*-TtprC was amplified from plasmid p0380-*bar*-Ptef1-*Cas9*-TtprC using Ptef-cas-F/TtprC-cas-R [27].

For engineering *M. thermophila* to produce BT, three plasmids were constructed. Fragments Ppsf-*Mtxyd1*-Ttrpc, Pcwg-*xylC*-Tpdc and Pahr-*adh1*-Tcdh were created by overlapping PCR. These three fragments were ligated with pAN52-PtrpC-*neo* resulting in the first plasmid pAN52-*Mtxyd1*-*xylC*-*adh1*-*neo* using NEB Gibson assembly kit. Fragments Phsp70-*xylD*-Tpsf and Pcyc-*KivD*-Teif5A were constructed via overlapping PCR and assembled into plasmid pCSN44 digested with *Hind*III and *Bcu*I to obtain the second plasmid pCSN44-*xylD*-*KivD*-*hygr*. Fragment *mdlC* was inserted into pAN52-PtrpC-*bar*-PgpdA-TtprC digested with *Spe*I and *Eco*RV resulting in the third plasmid pAN52-*mdlC*-*bar*.

All the constructed plasmids were verified by sequencing. The restriction enzymes and T4 DNA ligase were purchased from Thermo Scientific and DNA polymerase was purchased from Vazyme Biotech Co., Ltd.

### Transformation of *Myceliophthora* protoplasts

PEG-mediated protoplast transformation was used for heterologous expression of interesting genes or gene disruption in *M. thermophila* as previously described [40]. For gene disruption by the CRISPR/Cas9 system, 10 μg Cas9-expression PCR cassette Ptef1-Cas9-TtprC, gRNA expression PCR cassette, and the corresponding donor fragment were mixed at a molar concentration ratio of 1:1:1 and added to fungal protoplasts. For gene overexpression, 10 μg PCR products or linearized vector were used. The transformants were grown for 3 days on GVMM agar plates at 35 °C with selection for *neo* resistance using geneticin (100 μg/mL), *bar* resistance using phosphinothricin (100 µg/mL) and *hph* resistance using hygromycin B (50 µg/mL). The presence of the transgenes was verified by PCR.

### In vitro enzyme activity measurements

Conidia were inoculated in 50-mL shake flasks containing 50 mL GVMM to a final concentration of 2.5 × 10^5^ conidia/mL and grown at 45 °C and 150 rpm for 24 h. Mycelia were harvested using vacuum filtration and washed three times with distilled water and immediately frozen in liquid nitrogen. The samples were stored at − 80 °C until following analysis. For protein extraction, the frozen mycelia were ground into powder with liquid nitrogen in a mortar. The powder was transferred into l mL 10 mM phosphate buffered saline pH 7.4 (PBS) with addition of 10 μg/mL phenylmethylsulphonyl fluoride (PMSF). After centrifugation for 10 min at 4 °C, 10,000 × g, clear supernatant was used for total protein quantification and enzyme assay.

Total protein in supernatant was quantified by the Bio-Rad Protein Assay Kit (Bio-Rad) with bovine serum albumin as the standard at 595 nm. Enzyme activity was assayed by following the rate of NAD^+^ or NADP^+^ reduction with measuring the optical density at 340 nm (OD340 nm, SpectraMax M5, Molecular Devices). The assays were performed in triplicate with final volume of 200 µL at 30 °C using UV-compatible 96-well plates (Corning, Germany). The standard assay mixture for all the enzymatic reactions contained 100 mM Tris–HCl pH 8.0, 2 mM MgCl_2_ and 2 mM NAD^+^ or NADP^+^ with addition of 10 µL protein extract. A concentration of 100 mM of d-xylose was used as substrate for XDH XylB, Trxyd1 and Mtxyd1 [10]. The overall combined activity of the lower part of the pathway including XylD, XylX/BxXylX and XylA/KsaD was assayed by following the formation of NADH using 10 mM d-xylonate as substrate [28].

### Metabolite analysis and mycelium dry weight determination

The concentration of d-xylose and BT was determined by HPLC (e2695; Waters, Manchester, United Kingdom) equipped with a Waters 2414 refractive index (RI) detector and an Aminex HPX-87H column (Bio-Rad) at 35 °C; 5 mM H_2_SO_4_ was used as the mobile phase with constant flow rate 0.5 mL/min. d-Xylonate was monitored with a Waters 2489 UV detector. For extracellular metabolite analysis, 1-mL sample was centrifuged at 10,000 × g for 2 min and the supernatant was stored at − 20 °C before analysis. For determination of intracellular metabolite, mycelia were harvested using vacuum filtration and washed three times with distilled water and immediately frozen in liquid nitrogen. The samples were stored at − 80 °C until following analysis. For intracellular metabolite extraction, the frozen mycelia were ground into powder in liquid nitrogen in a mortar. The powder was transferred into l mL 10 mM PBS. After centrifugation for 10 min at 10,000 × g, clear supernatant was collected. The supernatant was filtered with 0.2-μm cellulose acetate syringe filters before HPLC analysis.

GC–MS assay was also carried out for metabolite analysis. For extracellular metabolite, 5–10 μL supernatant was used. For measurement of intracellular metabolite, mycelia were collected and processed as mentioned above with some modifications. The grounded powder was transferred into 1 mL of acetonitrile–methanol–water (40:40:20, v:v:v) and centrifuged for 10 min at 10,000 × g under 4 °C. An equal amount of each sample was taken for determination which used total protein concentration to normalize the weight of mycelia. Samples were dried using vacuum concentrator at 4 °C. The dried samples were dissolved in 50 μL of pyridine containing 40 mg/mL methoxyamine hydrochloride, and incubated for 90 min at 30 °C. Then, 50 μL of N-methyl-N-trimethylsilyltrifluoroacetamide (MSTFA) reagent (containing 1% trimethylchlorosilane (TMCS), v/v) was added to the sample aliquots incubated for 60 min at 37 °C. After centrifugation for 5 min at 10,000 × g, clear supernatant was assayed by GC–MS as described previously [47].

For determination of biomass dry weight, 1 mL sample was taken and filtered using vacuum filtration. Then the filtered mycelium was washed three times with distilled water and dried at 80 °C until constant weight. All samples were analyzed in triplicate.

### Transcriptome analysis

Strains were pre-grown in 50-mL shake flasks containing 50 mL GVMM at 45 °C and 150 rpm for 24 h. Then mycelia were filtered using a Whatman glass microfiber filter on a Buchner funnel and washed three times with VMM. The filtered mycelia were transferred into shake flasks containing 50 ml VMM with 1% (w/v) d-xylose and cultured for 4 h. After that, mycelia for RNA isolation were harvested using vacuum filtration. The collected mycelia were washed thrice with distilled water and immediately frozen in liquid nitrogen. The samples were stored at − 80 °C until RNA extraction. Total RNA was extracted using TRIzol reagent method described previously [48]. Total RNA sample from each strain were purified with a Qiagen RNeasy Mini kit. RNA sequencing (RNA‐seq) was performed using DNBSEQ platform at BGI (Shenzhen, China).

Sequenced reads were trimmed and filtered with SOAPnuke [49]. Clean reads were mapped against *M. thermophila* ATCC 42464 genome v2.0 [50] (http://genome.jgi.doe.gov/) with < 2-base mismatching, using TopHat (v2.0.12) [51]. 

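The counts and the RPKM of the deposited tables are tied by a single length per gene. For each of the 8948 genes with a count in any library, count divided by RPKM gave the same whole-number length in all 8 libraries, within a tolerance of 1e-06, when each library was scaled by the sum of its counts. Of these lengths 48.5% were multiples of 3, so not all of them are coding lengths, and 8927 genes had a length at or below the span of the gene in the RefSeq annotation of ASM22609v1, in which 9087 of the gene IDs are found. Mtxyd1 (MYCTH_112471) had 10426 and 9493 counts in JG207, and Mtxyl1 (MYCTH_43671) had 33975 and 36890.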

Raw counts of reads that uniquely mapped to only one gene were calculated for each gene by HTSeq (v0.13.5) [52] and used for normalizing transcript abundance (Reads Per Kilobase per Million mapped reads, RPKM, Additional file 12). Differential gene expression was analyzed using DEseq2 package (v1.30.1) [53]. The RNA-seq raw data were deposited in the Gene Expression Omnibus (accession number: GSE214002) at the National Center for Biotechnology Information (NCBI).

### Determining copy numbers by RT-qPCR

To determine copy number of the inserted genes in genome of *M. thermophila*, fungal genomic DNA was extracted as described previously [54]. The diluted DNA (20–50 ng/μL) was used as template for RT-qPCR. RT-qPCR was performed using the SYBR Green Realtime PCR Master Mix (TOYOBO, Osaka, Japan) with *actin* gene (*MYCTH_2314852*) as an internal control [27] using CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). The primers used for the genes are listed in Additional file 9.

## Supplementary Information

**Additional file 1. Fig. S1**: d-Xylose consumption of strains DF1102, DF1231, and DF1203 inoculated with 2 g (wet weight) mycelium (**a**). HPLC peak (UV detector, 210 nm) of extracellular metabolites at day 6 (**b**) and intracellular metabolites at day 4 (**c**).

**Additional file 2. Fig. S2**: Growth phenotype of JG207 and DF1230 on VMM agar plates containing d-glucose, d-xylose, and mixture of 20 g/L d-xylose and 5 g/L d-glucose.

**Additional file 3. Fig. S3**: **a** HPLC peak (UV detector, 210 nm) of extracellular metabolites at day 6. **b** GC–MS analysis of extracellular metabolites at day 9. **c** MS spectra of d-xylonate at 17.505 min.

**Additional file 4. Fig. S4**: **a** Copy number of the Weimberg pathway genes. **b** Transcript level of Mtxyd1 in *M. thermophila* mutants.

**Additional file 5. Fig. S5**: GC–MS peak area intensity of intracellular metabolites at 6 h inoculated with 2 g (wet weight) mycelium. **a** Peak area intensity of d-xylonate at *m*/*z* = 277.1446. **b** Peak area intensity of α-ketoglutarate at *m*/*z* = 198.0581.

**Additional file 6. Fig. S6**: Specific activity of the lower part of the Weimberg pathway including XylD, XylX/BxXylX and XylA/KsaD in different recombinant *M. thermophila* strains.

**Additional file 7**: The flux distribution in oxo-reduction and the Weimberg pathway predicted by GEM of *M. thermophila* iDL1450.

**Additional file 8. Fig. S7**: Growth analysis of JG207 (**a**) and DF1501 (**b**) in flask inoculated with 2 g (wet weight) mycelium.

**Additional file 9**: Primers used for the genetic manipulation in *M. thermophila*.

**Additional file 10**: Plasmids used in present study.

**Additional file 11**: The sequences of heterologous genes used in this study.

**Additional file 12**: The profiles of transcriptional data.

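The profiles give a count and an RPKM for each gene in each of the 8 libraries, with the best matching S. cerevisiae description for part of the genes. Of the genes listed, 8948 had a count in at least 1 library, and 4214 carried such a description. Between 8771 and 8801 genes had a count in a single library, and the 10 highest genes took from 7.02% to 12.5% of a library's counts. A description names what the yeast protein does, so gene groups drawn from it rest on similarity between species.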

## Data Availability

All data generated or analyzed during this study are included in this published article and its additional files.

## Abbreviations

PPP: Pentose phosphate pathway
TCA: Tricarboxylic acid cycle
XOP: Xylose oxidative pathway
XDH: D-Xylose dehydrogenase
XL: D-Xylonolactonase
XD: D-Xylonate dehydratase
KdxD: 2-Keto-3-deoxy-d-xylonate dehydratase
BT: 1,2,4‐Butanetriol
VMM: 1 × Vogel’s minimal medium
XVMM: VMM supplemented with 2% (w/v) d-xylose
GVMM: VMM supplemented with 2% (w/v) glucose
LB: Luria–Bertani
PBS: Phosphate buffered saline
HPLC: High-performance liquid chromatography
GC–MS: Gas chromatography–mass spectrometry
CAZymes: Carbohydrate-active enzymes
LPMO: Lytic polysaccharide monooxygenases
DCW: Dry cell weight
GEM: Genome-scale metabolic model
FBA: Flux balance analysis

# Supplementary material for: The Weimberg pathway: an alternative for Myceliophthora thermophila to utilize d-xylose
**Source:** Biotechnol Biofuels Bioprod. 2023 Jan 23;16:13. doi: 10.1186/s13068-023-02266-7
**Supplement:** Supplementary file 11 — Additional file 11: The sequences of heterologous genes used in this study.

Additional file 11 The sequences of heterologous genes used in this study.

>WP_010918706.1 SDR family oxidoreductase [Caulobacter vibrioides]. The optimized sequence of *xylB* for Weimberg pathway construction. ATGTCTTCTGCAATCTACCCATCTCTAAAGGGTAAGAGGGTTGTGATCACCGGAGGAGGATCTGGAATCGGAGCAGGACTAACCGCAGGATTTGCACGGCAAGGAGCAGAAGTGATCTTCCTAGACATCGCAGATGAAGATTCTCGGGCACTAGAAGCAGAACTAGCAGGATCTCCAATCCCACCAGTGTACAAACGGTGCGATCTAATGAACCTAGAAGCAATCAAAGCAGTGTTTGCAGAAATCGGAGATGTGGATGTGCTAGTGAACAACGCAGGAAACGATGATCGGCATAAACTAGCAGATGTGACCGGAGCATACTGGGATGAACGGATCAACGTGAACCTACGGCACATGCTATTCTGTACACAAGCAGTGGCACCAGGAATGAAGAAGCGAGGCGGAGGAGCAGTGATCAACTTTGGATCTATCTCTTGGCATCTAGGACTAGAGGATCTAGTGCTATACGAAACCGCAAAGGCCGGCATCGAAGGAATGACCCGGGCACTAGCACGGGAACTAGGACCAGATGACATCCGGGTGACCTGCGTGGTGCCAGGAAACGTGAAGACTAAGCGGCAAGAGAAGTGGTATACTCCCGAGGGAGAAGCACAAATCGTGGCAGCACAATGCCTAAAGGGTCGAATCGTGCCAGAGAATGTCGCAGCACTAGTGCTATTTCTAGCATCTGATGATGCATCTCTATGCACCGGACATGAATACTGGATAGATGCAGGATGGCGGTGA

>WP_010918705.1 SMP-30/gluconolactonase/LRE family protein [Caulobacter vibrioides]. The optimized sequence of *xylC* for Weimberg pathway construction.

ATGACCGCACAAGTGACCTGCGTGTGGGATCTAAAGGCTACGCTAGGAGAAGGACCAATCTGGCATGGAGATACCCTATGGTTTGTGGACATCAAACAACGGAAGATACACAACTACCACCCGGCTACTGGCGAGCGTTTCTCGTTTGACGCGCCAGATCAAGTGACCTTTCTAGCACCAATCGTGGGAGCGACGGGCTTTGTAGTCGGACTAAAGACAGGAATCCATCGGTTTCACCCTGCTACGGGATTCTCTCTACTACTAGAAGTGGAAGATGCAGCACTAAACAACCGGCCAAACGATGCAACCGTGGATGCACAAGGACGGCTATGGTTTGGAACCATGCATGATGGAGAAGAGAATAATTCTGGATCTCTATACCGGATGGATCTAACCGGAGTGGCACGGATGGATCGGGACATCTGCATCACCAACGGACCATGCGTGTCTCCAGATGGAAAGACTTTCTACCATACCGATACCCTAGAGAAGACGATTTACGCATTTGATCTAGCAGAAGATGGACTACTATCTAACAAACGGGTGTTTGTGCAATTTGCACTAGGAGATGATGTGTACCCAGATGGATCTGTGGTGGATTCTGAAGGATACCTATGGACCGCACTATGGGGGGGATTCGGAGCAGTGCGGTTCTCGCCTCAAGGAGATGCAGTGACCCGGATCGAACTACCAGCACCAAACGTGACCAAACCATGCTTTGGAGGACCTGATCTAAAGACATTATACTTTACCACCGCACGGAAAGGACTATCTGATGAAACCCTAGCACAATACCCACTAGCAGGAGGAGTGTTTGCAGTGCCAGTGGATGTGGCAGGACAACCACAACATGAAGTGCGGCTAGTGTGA

>ACL94327.1 xylonate dehydratase *xylD* [Caulobacter vibrioides NA1000]. The optimized sequence of *xylD* for Weimberg pathway construction.

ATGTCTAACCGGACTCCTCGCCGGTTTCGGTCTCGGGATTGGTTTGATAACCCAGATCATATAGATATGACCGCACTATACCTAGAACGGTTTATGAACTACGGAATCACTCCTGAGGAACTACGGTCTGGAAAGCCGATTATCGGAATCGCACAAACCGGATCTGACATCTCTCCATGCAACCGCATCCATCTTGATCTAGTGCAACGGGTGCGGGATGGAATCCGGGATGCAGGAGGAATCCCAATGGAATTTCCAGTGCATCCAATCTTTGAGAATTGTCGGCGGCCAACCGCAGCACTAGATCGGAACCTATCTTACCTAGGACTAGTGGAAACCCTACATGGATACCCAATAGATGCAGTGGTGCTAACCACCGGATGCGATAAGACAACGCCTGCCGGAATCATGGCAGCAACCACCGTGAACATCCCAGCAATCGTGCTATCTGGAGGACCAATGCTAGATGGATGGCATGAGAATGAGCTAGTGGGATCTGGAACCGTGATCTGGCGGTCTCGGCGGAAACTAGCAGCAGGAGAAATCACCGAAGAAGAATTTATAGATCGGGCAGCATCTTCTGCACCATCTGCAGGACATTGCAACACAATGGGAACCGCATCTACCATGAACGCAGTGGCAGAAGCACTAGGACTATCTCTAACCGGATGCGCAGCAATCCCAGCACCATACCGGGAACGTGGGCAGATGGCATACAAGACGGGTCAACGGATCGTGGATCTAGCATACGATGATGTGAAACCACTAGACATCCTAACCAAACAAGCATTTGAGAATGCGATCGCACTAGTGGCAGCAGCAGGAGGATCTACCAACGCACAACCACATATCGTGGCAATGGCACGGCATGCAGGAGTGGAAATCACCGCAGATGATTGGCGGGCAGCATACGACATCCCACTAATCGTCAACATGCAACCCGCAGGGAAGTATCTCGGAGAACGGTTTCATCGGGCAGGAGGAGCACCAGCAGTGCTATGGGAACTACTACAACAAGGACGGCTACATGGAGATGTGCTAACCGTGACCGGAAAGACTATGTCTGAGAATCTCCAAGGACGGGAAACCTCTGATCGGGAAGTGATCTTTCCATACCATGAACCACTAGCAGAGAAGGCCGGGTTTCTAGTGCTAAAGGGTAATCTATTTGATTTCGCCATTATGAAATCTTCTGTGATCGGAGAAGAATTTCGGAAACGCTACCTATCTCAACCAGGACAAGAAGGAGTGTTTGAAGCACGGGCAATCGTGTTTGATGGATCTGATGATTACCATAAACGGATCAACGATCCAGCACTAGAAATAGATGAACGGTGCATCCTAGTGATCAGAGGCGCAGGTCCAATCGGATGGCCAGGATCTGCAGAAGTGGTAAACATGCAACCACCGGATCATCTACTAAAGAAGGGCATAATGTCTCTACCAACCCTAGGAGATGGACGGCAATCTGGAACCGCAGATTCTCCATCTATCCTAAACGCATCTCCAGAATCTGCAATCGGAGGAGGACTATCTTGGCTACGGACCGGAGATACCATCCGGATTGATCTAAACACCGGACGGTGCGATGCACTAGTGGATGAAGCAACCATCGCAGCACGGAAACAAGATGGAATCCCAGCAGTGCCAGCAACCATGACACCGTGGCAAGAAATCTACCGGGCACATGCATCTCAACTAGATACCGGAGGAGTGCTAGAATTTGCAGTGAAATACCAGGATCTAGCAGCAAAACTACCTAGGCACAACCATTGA

>ACL94331.1 fumarylacetoacetate hydrolase family protein [Caulobacter vibrioides NA1000]. The optimized sequence of *xylX* for Weimberg pathway construction.

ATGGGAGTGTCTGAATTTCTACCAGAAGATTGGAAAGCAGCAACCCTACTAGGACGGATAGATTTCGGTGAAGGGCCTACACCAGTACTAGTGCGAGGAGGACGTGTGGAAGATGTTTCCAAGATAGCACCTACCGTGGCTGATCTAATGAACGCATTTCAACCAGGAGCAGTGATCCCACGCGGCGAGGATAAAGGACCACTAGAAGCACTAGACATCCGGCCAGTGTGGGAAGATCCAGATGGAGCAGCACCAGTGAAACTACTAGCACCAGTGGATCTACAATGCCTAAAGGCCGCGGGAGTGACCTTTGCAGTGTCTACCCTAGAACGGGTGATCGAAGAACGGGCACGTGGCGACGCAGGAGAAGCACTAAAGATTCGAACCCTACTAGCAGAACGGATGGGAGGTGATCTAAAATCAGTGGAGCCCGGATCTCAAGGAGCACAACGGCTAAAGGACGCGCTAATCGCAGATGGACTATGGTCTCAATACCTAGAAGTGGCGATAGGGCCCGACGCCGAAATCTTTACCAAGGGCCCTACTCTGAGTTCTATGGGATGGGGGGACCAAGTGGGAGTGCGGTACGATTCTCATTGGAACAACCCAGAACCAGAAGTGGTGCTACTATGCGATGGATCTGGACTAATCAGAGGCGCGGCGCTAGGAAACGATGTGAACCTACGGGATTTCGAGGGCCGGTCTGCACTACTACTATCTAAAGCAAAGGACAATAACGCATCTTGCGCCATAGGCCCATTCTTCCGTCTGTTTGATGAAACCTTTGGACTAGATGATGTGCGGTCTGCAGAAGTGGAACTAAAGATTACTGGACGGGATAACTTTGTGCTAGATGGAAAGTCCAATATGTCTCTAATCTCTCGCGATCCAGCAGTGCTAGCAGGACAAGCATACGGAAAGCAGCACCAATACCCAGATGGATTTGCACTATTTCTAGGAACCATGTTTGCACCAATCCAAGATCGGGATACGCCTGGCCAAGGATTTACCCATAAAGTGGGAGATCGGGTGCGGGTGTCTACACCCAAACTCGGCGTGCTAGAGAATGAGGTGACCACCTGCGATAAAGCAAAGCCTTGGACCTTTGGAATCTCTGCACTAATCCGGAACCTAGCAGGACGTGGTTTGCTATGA

>ACL94330.1 alpha-ketoglutaric semialdehyde dehydrogenase [Caulobacter vibrioides NA1000] The optimized sequence of xylA for Weimberg pathway construction.

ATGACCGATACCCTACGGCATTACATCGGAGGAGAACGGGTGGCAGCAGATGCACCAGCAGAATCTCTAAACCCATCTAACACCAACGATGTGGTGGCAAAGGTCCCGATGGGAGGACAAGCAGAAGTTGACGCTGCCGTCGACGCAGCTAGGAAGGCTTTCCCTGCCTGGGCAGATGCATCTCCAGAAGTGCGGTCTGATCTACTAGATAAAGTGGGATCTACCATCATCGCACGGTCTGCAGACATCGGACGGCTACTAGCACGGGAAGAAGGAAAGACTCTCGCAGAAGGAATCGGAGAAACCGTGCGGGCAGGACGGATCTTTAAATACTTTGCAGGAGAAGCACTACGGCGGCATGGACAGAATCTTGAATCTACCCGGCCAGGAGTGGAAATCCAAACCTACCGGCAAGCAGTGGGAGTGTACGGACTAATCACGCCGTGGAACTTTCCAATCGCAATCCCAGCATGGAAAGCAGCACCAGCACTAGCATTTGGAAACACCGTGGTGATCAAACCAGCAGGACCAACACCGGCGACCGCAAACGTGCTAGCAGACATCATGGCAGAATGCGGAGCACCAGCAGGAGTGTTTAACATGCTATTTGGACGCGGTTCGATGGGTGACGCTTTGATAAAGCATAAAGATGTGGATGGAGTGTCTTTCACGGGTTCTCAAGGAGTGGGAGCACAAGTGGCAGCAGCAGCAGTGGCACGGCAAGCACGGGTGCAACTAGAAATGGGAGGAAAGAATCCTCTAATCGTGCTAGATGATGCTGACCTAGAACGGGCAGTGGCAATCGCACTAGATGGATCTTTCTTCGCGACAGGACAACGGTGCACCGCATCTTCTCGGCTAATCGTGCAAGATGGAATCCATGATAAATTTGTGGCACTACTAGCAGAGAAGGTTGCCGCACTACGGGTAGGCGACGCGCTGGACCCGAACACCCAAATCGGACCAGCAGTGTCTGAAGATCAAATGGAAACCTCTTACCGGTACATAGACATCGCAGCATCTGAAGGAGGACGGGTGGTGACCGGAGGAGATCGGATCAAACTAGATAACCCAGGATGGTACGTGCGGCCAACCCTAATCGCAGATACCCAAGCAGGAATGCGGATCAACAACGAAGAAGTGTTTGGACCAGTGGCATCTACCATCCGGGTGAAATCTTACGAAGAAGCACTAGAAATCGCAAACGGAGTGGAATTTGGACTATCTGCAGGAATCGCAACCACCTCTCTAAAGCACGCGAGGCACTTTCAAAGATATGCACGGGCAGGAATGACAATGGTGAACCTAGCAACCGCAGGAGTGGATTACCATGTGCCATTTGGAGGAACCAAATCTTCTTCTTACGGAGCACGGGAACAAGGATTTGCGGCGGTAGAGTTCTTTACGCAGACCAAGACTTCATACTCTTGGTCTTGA

>DR64_8450 *Burkholderia xenovorans*. The optimized sequence of *BxxylX* for Weimberg pathway construction.

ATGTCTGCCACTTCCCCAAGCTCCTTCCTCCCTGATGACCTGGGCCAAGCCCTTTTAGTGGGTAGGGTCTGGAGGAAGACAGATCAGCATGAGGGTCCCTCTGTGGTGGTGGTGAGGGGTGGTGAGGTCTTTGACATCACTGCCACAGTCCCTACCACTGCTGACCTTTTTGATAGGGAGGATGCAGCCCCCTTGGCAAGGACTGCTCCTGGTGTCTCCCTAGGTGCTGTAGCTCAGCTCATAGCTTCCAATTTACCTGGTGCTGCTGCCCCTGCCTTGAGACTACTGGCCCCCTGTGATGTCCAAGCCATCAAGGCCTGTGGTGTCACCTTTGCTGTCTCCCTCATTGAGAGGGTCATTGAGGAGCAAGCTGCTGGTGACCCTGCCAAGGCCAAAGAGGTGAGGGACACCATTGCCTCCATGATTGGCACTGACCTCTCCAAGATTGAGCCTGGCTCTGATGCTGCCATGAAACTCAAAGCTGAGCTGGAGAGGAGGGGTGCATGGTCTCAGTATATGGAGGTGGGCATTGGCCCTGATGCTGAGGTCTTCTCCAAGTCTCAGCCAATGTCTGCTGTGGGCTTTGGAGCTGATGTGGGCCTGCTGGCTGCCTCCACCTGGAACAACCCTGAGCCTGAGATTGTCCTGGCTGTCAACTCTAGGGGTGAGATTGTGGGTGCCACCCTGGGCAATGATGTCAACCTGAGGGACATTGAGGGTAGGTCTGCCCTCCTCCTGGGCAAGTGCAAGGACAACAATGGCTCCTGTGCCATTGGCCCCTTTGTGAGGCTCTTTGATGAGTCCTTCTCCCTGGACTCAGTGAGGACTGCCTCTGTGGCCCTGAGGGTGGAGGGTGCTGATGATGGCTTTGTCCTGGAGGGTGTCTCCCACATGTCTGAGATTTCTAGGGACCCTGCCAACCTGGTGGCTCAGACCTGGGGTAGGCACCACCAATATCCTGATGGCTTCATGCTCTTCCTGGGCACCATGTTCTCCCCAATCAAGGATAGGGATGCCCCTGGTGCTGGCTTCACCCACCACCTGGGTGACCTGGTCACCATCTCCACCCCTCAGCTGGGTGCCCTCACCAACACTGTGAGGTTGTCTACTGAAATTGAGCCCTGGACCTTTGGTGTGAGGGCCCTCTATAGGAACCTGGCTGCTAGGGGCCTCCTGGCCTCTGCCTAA

>Cg0535 CAF19168.1 ketoglutarate semialdehyde dehydrogenase [Corynebacterium glutamicum ATCC 13032]. The optimized sequence of *ksaD* for Weimberg pathway construction.

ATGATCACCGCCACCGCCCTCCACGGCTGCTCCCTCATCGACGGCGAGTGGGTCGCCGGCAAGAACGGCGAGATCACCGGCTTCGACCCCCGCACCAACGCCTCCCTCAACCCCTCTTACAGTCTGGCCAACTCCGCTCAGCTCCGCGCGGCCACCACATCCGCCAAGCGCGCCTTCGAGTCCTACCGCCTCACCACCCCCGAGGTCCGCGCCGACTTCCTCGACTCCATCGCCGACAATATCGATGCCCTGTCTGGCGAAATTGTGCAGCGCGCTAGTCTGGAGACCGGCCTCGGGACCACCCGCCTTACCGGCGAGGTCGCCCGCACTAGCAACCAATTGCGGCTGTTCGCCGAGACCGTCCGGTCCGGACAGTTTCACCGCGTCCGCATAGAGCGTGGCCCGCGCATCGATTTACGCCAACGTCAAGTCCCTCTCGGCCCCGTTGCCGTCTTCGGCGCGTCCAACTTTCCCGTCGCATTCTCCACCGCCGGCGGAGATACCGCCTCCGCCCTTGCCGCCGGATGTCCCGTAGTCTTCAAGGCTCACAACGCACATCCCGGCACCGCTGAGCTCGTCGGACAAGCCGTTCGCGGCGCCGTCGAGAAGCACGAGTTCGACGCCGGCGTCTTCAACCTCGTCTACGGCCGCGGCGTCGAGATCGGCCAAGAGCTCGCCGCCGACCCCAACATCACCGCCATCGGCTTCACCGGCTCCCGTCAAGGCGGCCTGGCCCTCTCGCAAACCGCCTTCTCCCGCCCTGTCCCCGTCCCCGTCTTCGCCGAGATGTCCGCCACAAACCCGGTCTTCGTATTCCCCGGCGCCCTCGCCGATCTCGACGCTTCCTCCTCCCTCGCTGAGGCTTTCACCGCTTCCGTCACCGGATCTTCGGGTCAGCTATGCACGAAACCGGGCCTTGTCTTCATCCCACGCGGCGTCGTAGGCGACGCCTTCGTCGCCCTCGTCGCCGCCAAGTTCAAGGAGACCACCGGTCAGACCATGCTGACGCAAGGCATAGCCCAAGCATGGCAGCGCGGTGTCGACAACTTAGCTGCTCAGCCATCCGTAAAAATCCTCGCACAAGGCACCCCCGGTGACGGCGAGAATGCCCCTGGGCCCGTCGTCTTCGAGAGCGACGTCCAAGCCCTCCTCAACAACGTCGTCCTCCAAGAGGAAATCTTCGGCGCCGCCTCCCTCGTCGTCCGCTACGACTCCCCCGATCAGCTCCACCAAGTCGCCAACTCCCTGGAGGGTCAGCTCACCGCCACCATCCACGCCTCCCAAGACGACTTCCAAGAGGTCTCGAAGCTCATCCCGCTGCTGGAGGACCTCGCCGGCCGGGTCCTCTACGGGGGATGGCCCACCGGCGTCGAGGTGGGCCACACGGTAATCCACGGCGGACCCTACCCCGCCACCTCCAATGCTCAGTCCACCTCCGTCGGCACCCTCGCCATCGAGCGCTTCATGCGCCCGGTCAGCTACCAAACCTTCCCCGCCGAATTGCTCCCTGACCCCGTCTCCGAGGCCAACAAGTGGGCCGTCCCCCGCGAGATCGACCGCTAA

>WP_010918705.1 SMP-30/gluconolactonase/LRE family protein [Caulobacter vibrioides]. The optimized sequence of *xylC* for engineering *M. thermophila* to produce 1,2,4‐butanetriol.

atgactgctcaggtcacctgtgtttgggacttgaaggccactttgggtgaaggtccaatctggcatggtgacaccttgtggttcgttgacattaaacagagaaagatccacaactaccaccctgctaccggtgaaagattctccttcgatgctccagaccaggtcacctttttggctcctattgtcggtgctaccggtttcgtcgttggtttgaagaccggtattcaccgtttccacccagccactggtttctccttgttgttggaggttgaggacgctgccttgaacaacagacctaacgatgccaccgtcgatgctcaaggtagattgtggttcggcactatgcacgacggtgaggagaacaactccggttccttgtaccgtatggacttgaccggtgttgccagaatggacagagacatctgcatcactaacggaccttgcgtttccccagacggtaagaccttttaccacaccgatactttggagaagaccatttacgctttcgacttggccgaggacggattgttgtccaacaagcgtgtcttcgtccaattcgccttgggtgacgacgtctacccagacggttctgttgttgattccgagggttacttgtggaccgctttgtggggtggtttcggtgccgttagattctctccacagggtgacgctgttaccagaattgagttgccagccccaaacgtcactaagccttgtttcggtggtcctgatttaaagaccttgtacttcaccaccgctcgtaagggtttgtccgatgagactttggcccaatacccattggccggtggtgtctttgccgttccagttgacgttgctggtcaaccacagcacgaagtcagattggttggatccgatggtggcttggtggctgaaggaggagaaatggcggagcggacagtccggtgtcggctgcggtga

>NP_014555.1 alcohol dehydrogenase ADH1 [Saccharomyces cerevisiae S288C]. The optimized sequence of *adh1* for engineering *M. thermophila* to produce 1,2,4‐butanetriol.

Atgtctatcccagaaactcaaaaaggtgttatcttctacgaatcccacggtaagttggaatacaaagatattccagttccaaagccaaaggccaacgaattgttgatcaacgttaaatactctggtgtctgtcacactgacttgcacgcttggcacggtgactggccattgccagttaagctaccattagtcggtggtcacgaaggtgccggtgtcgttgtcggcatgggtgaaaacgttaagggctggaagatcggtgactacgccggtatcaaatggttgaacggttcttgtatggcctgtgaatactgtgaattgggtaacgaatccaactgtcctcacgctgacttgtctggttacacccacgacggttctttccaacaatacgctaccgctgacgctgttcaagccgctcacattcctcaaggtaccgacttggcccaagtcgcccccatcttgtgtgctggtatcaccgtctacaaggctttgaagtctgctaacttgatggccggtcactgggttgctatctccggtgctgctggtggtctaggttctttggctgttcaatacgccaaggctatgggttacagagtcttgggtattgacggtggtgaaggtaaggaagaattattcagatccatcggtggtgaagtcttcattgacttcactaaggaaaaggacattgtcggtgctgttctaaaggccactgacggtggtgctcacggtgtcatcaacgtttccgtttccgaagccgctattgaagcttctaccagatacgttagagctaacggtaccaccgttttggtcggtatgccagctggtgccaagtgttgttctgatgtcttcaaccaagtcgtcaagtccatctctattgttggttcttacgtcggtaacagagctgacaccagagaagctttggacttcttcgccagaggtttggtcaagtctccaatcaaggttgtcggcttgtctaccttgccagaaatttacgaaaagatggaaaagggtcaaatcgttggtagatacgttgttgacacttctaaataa

>ACL94327.1 xylonate dehydratase *xylD* [Caulobacter vibrioides NA1000]. The optimized sequence of *xylD* for engineering *M. thermophila* to produce 1,2,4‐butanetriol.

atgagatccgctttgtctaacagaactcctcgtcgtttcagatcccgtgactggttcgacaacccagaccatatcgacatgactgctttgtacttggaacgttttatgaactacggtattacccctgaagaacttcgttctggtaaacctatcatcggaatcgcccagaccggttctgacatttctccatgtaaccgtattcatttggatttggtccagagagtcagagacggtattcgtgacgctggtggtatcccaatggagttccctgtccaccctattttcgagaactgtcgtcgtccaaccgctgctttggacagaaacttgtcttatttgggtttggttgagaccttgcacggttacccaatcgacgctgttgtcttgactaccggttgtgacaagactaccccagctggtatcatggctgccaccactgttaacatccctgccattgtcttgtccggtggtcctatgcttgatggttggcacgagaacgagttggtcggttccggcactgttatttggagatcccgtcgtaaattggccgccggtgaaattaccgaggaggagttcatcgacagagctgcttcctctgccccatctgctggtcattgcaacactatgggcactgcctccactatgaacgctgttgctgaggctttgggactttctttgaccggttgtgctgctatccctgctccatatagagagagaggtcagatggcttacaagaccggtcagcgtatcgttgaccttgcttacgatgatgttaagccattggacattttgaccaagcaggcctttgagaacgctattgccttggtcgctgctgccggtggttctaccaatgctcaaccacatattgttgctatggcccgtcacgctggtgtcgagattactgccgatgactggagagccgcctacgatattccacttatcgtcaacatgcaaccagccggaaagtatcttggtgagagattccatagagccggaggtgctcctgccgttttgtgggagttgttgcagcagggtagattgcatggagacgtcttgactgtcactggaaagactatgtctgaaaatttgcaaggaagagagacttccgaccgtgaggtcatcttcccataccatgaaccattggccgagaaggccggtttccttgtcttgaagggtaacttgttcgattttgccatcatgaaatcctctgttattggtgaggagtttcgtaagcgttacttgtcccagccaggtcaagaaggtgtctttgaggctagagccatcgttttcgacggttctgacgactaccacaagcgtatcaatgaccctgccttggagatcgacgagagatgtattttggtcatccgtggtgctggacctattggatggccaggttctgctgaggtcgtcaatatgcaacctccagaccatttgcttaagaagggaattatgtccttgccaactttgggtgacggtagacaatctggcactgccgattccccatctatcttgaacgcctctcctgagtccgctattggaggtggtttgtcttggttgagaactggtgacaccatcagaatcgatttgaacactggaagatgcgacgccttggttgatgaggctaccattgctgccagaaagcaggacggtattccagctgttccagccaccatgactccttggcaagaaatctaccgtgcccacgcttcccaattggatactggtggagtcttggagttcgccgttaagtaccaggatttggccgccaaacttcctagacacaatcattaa

> QII57472.1, *Lactococcus lactis*, keto-acid decarboxylase. The optimized sequence of *kviD* for engineering *M. thermophila* to produce 1,2,4‐butanetriol.

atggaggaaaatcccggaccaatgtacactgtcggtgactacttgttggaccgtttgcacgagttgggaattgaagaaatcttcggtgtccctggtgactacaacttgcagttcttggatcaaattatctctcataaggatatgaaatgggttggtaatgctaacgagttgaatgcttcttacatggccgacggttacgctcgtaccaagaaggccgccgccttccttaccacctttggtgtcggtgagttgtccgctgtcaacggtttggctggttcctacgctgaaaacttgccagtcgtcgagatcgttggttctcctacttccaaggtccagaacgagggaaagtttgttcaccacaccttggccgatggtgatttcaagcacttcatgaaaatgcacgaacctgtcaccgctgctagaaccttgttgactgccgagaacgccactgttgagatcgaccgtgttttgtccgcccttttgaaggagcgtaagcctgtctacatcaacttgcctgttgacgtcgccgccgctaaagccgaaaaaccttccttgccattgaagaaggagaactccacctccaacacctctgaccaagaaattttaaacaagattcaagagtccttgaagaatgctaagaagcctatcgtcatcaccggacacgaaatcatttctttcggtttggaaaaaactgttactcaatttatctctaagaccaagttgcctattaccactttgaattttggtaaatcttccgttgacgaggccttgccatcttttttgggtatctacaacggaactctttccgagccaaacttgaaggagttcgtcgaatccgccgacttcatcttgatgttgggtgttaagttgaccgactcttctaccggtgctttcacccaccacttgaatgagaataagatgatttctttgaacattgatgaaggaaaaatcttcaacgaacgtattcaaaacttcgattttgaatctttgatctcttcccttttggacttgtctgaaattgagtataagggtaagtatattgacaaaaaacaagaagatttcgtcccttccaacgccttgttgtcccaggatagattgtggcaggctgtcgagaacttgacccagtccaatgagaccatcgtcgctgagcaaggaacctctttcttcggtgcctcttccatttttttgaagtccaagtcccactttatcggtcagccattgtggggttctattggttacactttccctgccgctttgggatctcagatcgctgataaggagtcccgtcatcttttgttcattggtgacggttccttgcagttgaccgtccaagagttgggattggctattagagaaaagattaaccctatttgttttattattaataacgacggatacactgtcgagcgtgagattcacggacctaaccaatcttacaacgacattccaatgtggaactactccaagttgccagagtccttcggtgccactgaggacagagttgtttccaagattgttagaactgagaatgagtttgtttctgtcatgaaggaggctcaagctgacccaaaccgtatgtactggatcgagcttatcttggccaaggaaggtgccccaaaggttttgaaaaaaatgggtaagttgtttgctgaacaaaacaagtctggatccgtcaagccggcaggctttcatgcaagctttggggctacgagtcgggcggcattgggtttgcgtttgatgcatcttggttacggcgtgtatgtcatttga

>WP_016501746.1 benzoylformate decarboxylase [Pseudomonas putida]. The optimized sequence of *mdlC* for engineering *M. thermophila* to produce 1,2,4‐butanetriol.

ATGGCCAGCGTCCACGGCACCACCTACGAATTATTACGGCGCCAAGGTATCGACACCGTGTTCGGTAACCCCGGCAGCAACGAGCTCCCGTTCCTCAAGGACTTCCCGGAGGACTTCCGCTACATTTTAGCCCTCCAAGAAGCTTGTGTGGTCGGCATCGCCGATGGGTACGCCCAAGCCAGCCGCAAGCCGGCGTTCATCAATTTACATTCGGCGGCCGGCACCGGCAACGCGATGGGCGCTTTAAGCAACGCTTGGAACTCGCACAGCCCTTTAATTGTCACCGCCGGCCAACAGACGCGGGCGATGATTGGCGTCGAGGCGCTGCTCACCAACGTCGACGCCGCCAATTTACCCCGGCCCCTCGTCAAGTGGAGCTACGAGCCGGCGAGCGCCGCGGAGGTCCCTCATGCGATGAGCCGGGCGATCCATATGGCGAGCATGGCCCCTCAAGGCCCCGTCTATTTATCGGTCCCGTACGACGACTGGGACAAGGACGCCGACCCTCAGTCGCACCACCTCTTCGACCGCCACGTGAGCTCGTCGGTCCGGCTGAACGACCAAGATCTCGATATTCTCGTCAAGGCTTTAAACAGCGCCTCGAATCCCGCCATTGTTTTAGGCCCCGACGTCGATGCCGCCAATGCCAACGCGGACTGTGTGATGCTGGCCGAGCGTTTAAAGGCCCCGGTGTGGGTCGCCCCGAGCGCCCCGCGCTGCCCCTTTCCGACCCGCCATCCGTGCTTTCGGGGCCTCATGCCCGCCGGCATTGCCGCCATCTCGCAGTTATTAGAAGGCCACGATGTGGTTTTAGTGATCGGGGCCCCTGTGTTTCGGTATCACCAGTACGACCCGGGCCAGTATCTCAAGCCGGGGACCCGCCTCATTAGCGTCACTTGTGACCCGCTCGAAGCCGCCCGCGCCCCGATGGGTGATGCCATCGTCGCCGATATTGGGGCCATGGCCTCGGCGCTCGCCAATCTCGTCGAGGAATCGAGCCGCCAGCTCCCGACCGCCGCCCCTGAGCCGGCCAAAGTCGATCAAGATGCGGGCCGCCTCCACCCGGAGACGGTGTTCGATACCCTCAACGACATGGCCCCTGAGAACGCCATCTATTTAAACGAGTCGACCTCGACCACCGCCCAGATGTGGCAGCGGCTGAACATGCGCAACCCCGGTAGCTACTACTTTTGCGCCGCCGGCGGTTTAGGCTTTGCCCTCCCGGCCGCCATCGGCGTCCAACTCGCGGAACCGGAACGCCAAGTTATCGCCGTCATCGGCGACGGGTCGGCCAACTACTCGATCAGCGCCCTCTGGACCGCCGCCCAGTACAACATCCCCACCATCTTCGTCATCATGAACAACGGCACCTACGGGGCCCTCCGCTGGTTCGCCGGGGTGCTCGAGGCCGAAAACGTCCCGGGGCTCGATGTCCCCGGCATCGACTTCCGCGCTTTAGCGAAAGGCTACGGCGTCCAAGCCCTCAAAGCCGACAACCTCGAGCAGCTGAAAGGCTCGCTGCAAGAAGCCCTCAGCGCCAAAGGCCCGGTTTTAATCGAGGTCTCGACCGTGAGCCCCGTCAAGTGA

How the deposited data were processed for this re-analysis (not part of the article)

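RNA-seq counts of 8 libraries were analysed, 2 from each of the strains JG207, DF1102, DF1406 and DF1501, all taken after 4 h with d-xylose. The authors removed adapters and low-quality reads with SOAPnuke, mapped the reads with TopHat2 2.0.12 to the M. thermophila genome with fewer than 2 mismatches, and made the count of each gene from reads unique to it with HTSeq 0.13.5. These counts were used as deposited. The RPKM values, as deposited, are the authors' counts divided by a single length per gene and by the sum of the library's counts, and were used for levels and for the limma alternatives. The paper's text names neither the strand setting nor whether the libraries of a strain come from separate cultures. The counts of JG207 replicate 1 are followed by 3 rows without a gene ID, which hold the total of the column, the same total rescaled and a value that is not whole. These 3 rows were left out, and 0 columns of any library were left unused.

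Counts were tested in edgeR 4.0.16 under R 4.3.3 with TMM factors, which lay between 0.954 and 1.05, and quasi-likelihood fits of all 8 libraries with a mean for each strain. The default filter on low counts, with a minimum count of 10, kept 8335 genes. The fit had 4 residual and 5.16 prior degrees of freedom and a common dispersion of 0.0153. P-values were adjusted by Benjamini-Hochberg over the tested genes of each comparison. The standard errors given are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Genes were called at an adjusted p of at most 0.05 with a fold of at least 2 against JG207 and of at least 1.5 against DF1102 or between DF1406 and DF1501. The library totals lay between 20727346 and 21408353 counts, so depth differed little between libraries. Whether depth or the spread between libraries limits the calls was not tested. Simulated data took their levels, depth and spread from all 8 libraries, with changes planted in DF1102. By adjusted p of at most 0.05 and direction, with no fold minimum, edgeR recovered 82.4% of 68 genes planted at a fold of 2. It recovered 28.2% of 71 planted at 1.5, and gave 11 of 8135 unchanged genes such an adjusted p. The median fitted folds were 1.95 and 1.49, so recovery in the simulation under the fold minimum of 2 is lower. Most simulated genes were unchanged, so these rates need not hold for the real comparisons.

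Gene lists were copied from Fig. 6 and Tables S3 and S5, whose values had thus been seen, or drawn by words in the gene descriptions, which are those of the best S. cerevisiae match. The words were reworded once the descriptions had been read and before any fold change was computed, because some lists matched nothing. Descriptions were present for 4214 genes and left out of the supplied table for 23. Lists of at least 5 tested genes, 31 in all, were tested with limma 3.58.1 by camera at a preset correlation of 0.01, by camera with an estimated correlation and by fry, with Benjamini-Hochberg adjustment over the lists of a comparison. Counts adjusted over the list alone are given beside each list.

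Genes named in the text were taken by a rule. It names every gene that the paper names, the 4 largest absolute log2 fold changes of each list of Fig. 6 and Table S5, and the 3 largest of each list drawn by words. It also names, for each comparison, the 5 highest and 5 lowest folds past the threshold with at least 10 CPM and libraries that do not overlap. Exceptions are said to be chosen after their values were seen.

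The alternatives tried were DESeq2 1.42.0, edgeR with RLE factors or with library size alone, no filter on low counts, at least 10 counts in every library, a replicate block, only the 4 libraries compared, limma on log2(RPKM + 1) with and without a filter on low values and on log2(RPKM + 0.1), no fold minimum, and leaving out each library in turn. Overlaps between comparisons with the same control strain were set against independent lists and against 20 simulated data sets with unchanged strains. The GO and KEGG enrichments of the paper were not repeated, since no term annotation was used here.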

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

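The tests of the libraries of DF1501, of the remaining Mtxyl1 reads and of the counts taken by the 10 highest genes were chosen only after the result was seen.

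DF1501 and DF1406 differ in the genes of the lower Weimberg pathway. The paper describes random insertion and multiple copies, so insertion sites and copy numbers may differ too. Mtxyd1 stood at 8350 and 7465 CPM of library totals in DF1406 and at 3993 and 4065 in DF1501. The difference between these groups was tested directly: 316 genes changed, 163 higher and 153 lower in DF1501 (edgeR, Benjamini-Hochberg). The design cannot tell which of these differences between the strains they follow from. The count was 13 without DF1406 replicate 1, 13 without DF1406 replicate 2, 792 without DF1501 replicate 1 and 196 without DF1501 replicate 2, so it depends on the libraries used. With library size alone the split was 286 higher to 161 lower, 64.0% higher in place of 51.6%. The cause was not tested.

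Replicate 2 of DF1501 lay nearer JG207 than replicate 1 did, and the pair had a Spearman correlation of 0.991 over genes, against 0.994 to 0.996 in the other strains. A share of 45.7% of JG207 RNA in that library would be needed to give the levels of 250 genes, and would bring Mtxyl1 to 896 CPM. Mtxyl1 stood at 211 CPM, 23.6% of that level and below the 250 CPM of replicate 1, which argues against such a mixture. Scaling leaves the ranks of genes as they are and noise of low depth lowers every rank correlation, whereas from replicate 1 to replicate 2 the Spearman correlation rose with JG207 from 0.961 to 0.977, by 0.0168, and fell with DF1102 from 0.972 to 0.957, which argues against depth or scaling. No biological explanation was tested, and differences between cultures or in sampling stay open.

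Reads of Mtxyl1 remained in the strains without the gene, and DF1102 kept 23.0% of the level of JG207. If they came from the paralog MYCTH_113236, the counts of both genes would move together, but from DF1102 to DF1406 Mtxyl1 had a log2 fold change of -1.85 and the paralog one of 0.59 (standard error 0.10), a call it lost without DF1102 replicate 1 (edgeR adjusted p = 0.0773) or DF1406 replicate 2 (0.0599). If RNA of JG207 were mixed into DF1102, no gene could lie below that share. Of 6373 genes with at least 10 CPM in JG207, however, 110 lay below it by the estimate alone. A t test on edgeR's folds and standard errors placed 7 below it at a Benjamini-Hochberg adjusted p of at most 0.05. This t test takes the share of Mtxyl1 as known without error. Among these 7 were MYCTH_77059, MYCTH_109620 and the sulfate permease MYCTH_2310241, at a log2 fold change of -3.60. Transcription of the disrupted allele, for which the paper describes a donor with a stop codon between the flanking sequences, and nuclei that kept the gene may each leave such reads, and neither was tested, since the counts give no positions within a gene.

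Signals in a comparison for which the paper does not report these genes were the 923 genes lower in DF1102 than in JG207, among them 51 of 68 cytosolic ribosomal protein genes and 20 of 47 DNA replication genes, and the 20 of 66 genes of peroxisomes and beta-oxidation that were higher. The ribosomal list had a median log2 fold change of -1.18, and 0% of 10000 random lists matched on length and mean expression had a median as low (lowest -0.93; median -0.47, so abundant genes of such lengths were lower in general). Random lists leave out that members vary together, and camera's adjusted p of 5.4e-16 for the list became adjusted p = 0.396 with an estimated correlation of 0.820. Counts taken by the 10 highest genes shift all other genes by -0.034 on the log2 scale, which argues against them as the cause. A difference in growth between the strains may lower these transcripts, as a hypothesis that was not tested.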

How the results depend on the processing

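The alternatives were set before the data were examined, and 0 of the single-gene results and list tests reversed their direction under any of them. Counts were judged by size alone, so they could not reverse. Where a library is left out, its strain has 1 library, which is assumed to vary like the other groups.

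The log2 fold changes of Mtxyl1 in DF1102, DF1406 and DF1501 against JG207 and of Mtxyd1 in DF1102 against JG207 and in DF1406 against DF1102 kept their calls under every alternative tried, within -2.16 to -2.09, -4.03 to -3.89, -2.96 to -2.73, 2.20 to 2.50 and 1.72 to 1.85. Mtxyd1 in DF1501 against DF1102 lost its call with only the 4 libraries compared (0.75, edgeR adjusted p = 0.0549) and without DF1102 replicate 1 or 2 (0.70 and 0.80, at 0.110 and 0.0757). Those fits rest on fewer libraries, and the cause of the lost calls was not tested.

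With no fold minimum, a looser rule, 2316 genes were higher and 2458 lower in DF1102 than in JG207, 1430 and 1645 in DF1406 and 976 and 797 in DF1501. Against DF1102, 990 were higher and 825 lower in DF1406, and 1358 were lower in DF1501.

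DESeq2 called 509 genes between DF1501 and DF1406 (316 in edgeR), and a fit of only the 4 libraries compared called 3. Limma on log2(RPKM + 1) without a filter on low values called 418 genes higher in DF1406 than in DF1102. Of the AA genes of Fig. 6c in DF1501 against JG207, limma on log2(RPKM + 1) called 4, also without a filter. Of the ribosomal protein genes in DF1406 against DF1102, limma called 29 on log2(RPKM + 1), 33 on log2(RPKM + 0.1) and 14 without a filter. Of the DNA replication genes, limma on log2(RPKM + 1) called 13 lower in DF1102, also 13 without a filter, and in DF1406 against DF1102 7 higher, or 5 without a filter. The cause was not tested. The other 332 of 341 list counts and 129 of 141 gene counts stayed within 1.5 times under the alternatives other than leaving out 1 library. No fold minimum was set beforehand only for counts of genes, and it also moves list counts, such as lower genes of oxidative phosphorylation in DF1102 from 11 to 32 and of DNA replication from 20 to 35, higher peroxisome genes from 20 to 43 and TCA genes in DF1406 against DF1102 from 3 to 6.

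Camera with an estimated correlation ended 16 of 16 list results, while leaving out libraries ended 0 of them. Camera's adjusted p with that correlation was 0.396 for ribosomal proteins and 0.344 for peroxisomes in DF1102 against JG207. In DF1406 against DF1102 this camera p was 0.422 for ribosomal proteins and DNA replication, 0.321 for amino acid biosynthesis, glycolysis and the pentose phosphate pathway (PPP), 0.340 for oxidative phosphorylation and 0.472 for the TCA cycle. In DF1501 this camera p was 0.469 for ribosomal proteins, 0.466 for amino acid biosynthesis, oxidative phosphorylation, DNA replication, glycolysis and PPP, and 0.479 for the TCA cycle. The estimate takes genes of a list to vary together, which widens the test. Fry tests a list against no change and not against other genes, so it answers another question.

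Leaving out a library moved counts as follows. Higher genes of DF1501 against JG207 ranged from 258 (without JG207 replicate 2) to 502 (without DF1501 replicate 2), and lower genes from 63 (without DF1501 replicate 1) to 212 (without DF1501 replicate 2). In DF1406 against DF1102, higher genes ranged from 98 (without DF1102 replicate 1) over 183 (DF1102 replicate 2) and 228 (DF1406 replicate 2) to 321 (DF1406 replicate 1), and lower genes from 68 over 112 and 131 to 163 (without DF1102 replicate 1, DF1406 replicate 2, DF1406 replicate 1 and DF1102 replicate 2). In DF1501 against DF1102, higher genes ranged from 697 (without DF1102 replicate 1; 707 without DF1102 replicate 2) to 1191. Genes changed between DF1501 and DF1406 ranged from 13 (without either library of DF1406) to 792 (without DF1501 replicate 1). Other counts of genes stayed within 1.5 times, such as 816 to 873 higher and 860 to 935 lower genes in DF1102 and 454 to 511 higher genes shared by DF1102 and DF1406.

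For lists in DF1406 against DF1102, edgeR called 0 to 1 ribosomal protein genes when any of the 4 libraries was left out, where 53 (without DF1102 replicate 1) and 60 (without DF1102 replicate 2) passed an unadjusted p of 0.05. The ranges were 2 (without DF1102 replicate 1) over 5 (DF1406 replicate 2) and 9 (DF1102 replicate 2) to 19 for amino acid biosynthesis, and, with any of the 4 libraries left out, 1 to 5 for DNA replication, 1 to 4 for oxidative phosphorylation, 3 for glycolysis and 0 to 1 for PPP (4 to 5 at an unadjusted p under 0.05 where edgeR called 0). For the TCA cycle it was 0 (without DF1102 replicate 1; 6 at an unadjusted p under 0.05) to 3. For lists in DF1501 against DF1102 it was 11 (without DF1102 replicate 1), 28 (DF1102 replicate 2) and 25 (DF1501 replicate 2) to 62 for ribosomal proteins, 12 and 13 (without DF1102 replicate 1 and 2) to 21 for DNA replication, 3 (without DF1102 replicate 1) to 6 for the TCA cycle, and 12 (without DF1102 replicate 2) to 33 (without DF1501 replicate 1) for lower GH genes. AA genes higher in DF1501 than in JG207 numbered 2 (without DF1501 replicate 1), 4 (without either library of JG207) to 8. Of named genes, 59 of 536 results lost their call when a library was left out and 3 of 1331 under other alternatives. The folds moved less than the calls: in DF1406 against DF1102 the median log2 fold change of the ribosomal list lay within 0.64 to 0.74 and that of PPP within 0.49 to 0.61, in fits that share 3 of the 4 libraries. The tests have fewer libraries here, and the cause was not tested further.

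Library size alone moved the median log2 fold change of all genes in DF1406 against JG207 to -0.107, from -0.048 with TMM. With the replicate number as a replicate block, 840 genes were higher and 918 lower in DF1102 than in JG207. Deviations of libraries with the same number correlated between strains at -0.213 to 0.151, so the numbers are not treated as pairs.

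In the simulated data, 20 of 71 genes at a fold of 1.5 and 56 of 68 at 2 were recovered by adjusted p, with 2 libraries per strain and no fold minimum. Their median fitted folds were 1.49 and 1.95. Many changes near the threshold were thus missed in the simulation, and the fold minimum of 2 would miss more of them. Changes were planted in few genes there, whereas 2316 genes were higher and 2458 lower in DF1102 than in JG207 with no fold minimum. The Benjamini-Hochberg cutoff loosens as more genes change, so these rates need not hold for the real comparisons.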

Differences from the paper's values

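The readings of Table S5 were chosen only after its values had been seen.

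Table S5 prints log2 fold changes of DF1406 and DF1501 against DF1102 beside RPKM values, in 123 entries for 121 genes (MYCTH_2313219 and MYCTH_2314321 are listed 2 times). As placed in the text form read here, they were within 0.15 of the ratios of the table's own RPKM for 25 of 123 entries. Read in order with 1 extra pair of values left out, they were within it for 123 of 123 entries. In that text form the pairs thus stand beside other genes than their own. The original spreadsheet was not seen, so whether it holds the same shift is not known. Against the edgeR values, 26 of 123 entries were within 0.15 as placed. Read in order, 110 of the 110 entries before the extra pair were within it and, 1 pair later, 13 of the 13 after it. For Mtxyl1 (MYCTH_43671) the values placed beside it are 0.685 and 0.622, the ratios of its RPKM are -1.92 and -0.73, and edgeR gives -1.85 and -0.73.

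The paper states that most genes upregulated in DF1102 were also increased in DF1406 and DF1501. At a fold of 2 and an adjusted p of 0.05 in edgeR, this held for 509 of 849 genes in DF1406 and for 344 of 849 in DF1501, which is 40.5%. A log2 fold change above 0 was found for 842 and 832 of the 849.

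The paper describes genes of glycolysis, the pentose phosphate pathway and part of the TCA cycle as strongly upregulated relative to DF1102. In edgeR at a fold of 1.5, 7 of 19 glycolysis genes, 3 of 7 pentose phosphate pathway genes and 3 of 20 genes of pyruvate dehydrogenase and the TCA cycle passed in DF1406, and 8, 4 and 6 in DF1501. Positive log2 fold changes were found for 15, 7 and 17 genes in DF1406 and for 15, 6 and 16 in DF1501.

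The paper counts clr-4 (MYCTH_2296492) among the upregulated regulators, and its fold in DF1102 was 1.98 in edgeR, below the fold of 2 of Fig. 6. It passed that fold with at least 10 counts in every library (log2 fold change 1.01), with only the 4 libraries compared (1.00) and without JG207 replicate 2 (1.04), and with no fold minimum all 4 regulators were called.

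The paper names a deletion of Mtxyd1 as the aim of the RNA-seq experiment, whereas the strain table and the other sections describe the deletion of Mtxyl1, and Mtxyl1 was the gene that was lower in DF1102.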

Other observations

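The test of neighbouring genes was chosen only after the result was seen.

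Genes of fatty acid beta-oxidation and peroxisomes were higher in DF1102 than in JG207 for 20 of 66 genes and lower for 2, and 20 were higher when adjusted over the list alone (camera adjusted p = 9.2e-07, and adjusted p = 0.344 with an estimated correlation). MYCTH_2127410, which matches the peroxisomal dienoyl-CoA reductase, had a log2 fold change of 6.81 (standard error 0.43). MYCTH_2308261, a second match of the multifunctional beta-oxidation enzyme, had 3.81 (standard error 0.42). In DF1406 15 genes were higher and 2 lower, and in DF1501 15 and 1.

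ATP synthase subunit c has 2 genes with different changes in DF1102: MYCTH_112204 was at -3.19 (standard error 0.18) and MYCTH_82981 at 1.77 (standard error 0.18), with 368 and 282 RPKM in JG207 and 1061 and 1172 in DF1102 for the latter. The gene matching NADP-dependent glutamate dehydrogenase, gdh1 (MYCTH_2090554), which assimilates ammonia, was at -2.75 (standard error 0.19) in DF1102, and the gene matching neutral trehalase (MYCTH_75490) at 2.99 (standard error 0.17).

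Of 20 genes of antioxidant enzymes, 5 were lower in DF1102 than in JG207, 2 in DF1406 and 2 in DF1501, with the same counts adjusted over the list alone. The peroxiredoxin gene MYCTH_2297550 was at 2503 and 2663 RPKM in JG207 and 358 and 367 in DF1102, and at 1375 and 1104 in DF1406. Against DF1102, 4 were higher and 1 lower in DF1406, and 7 and 3 in DF1501.

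Further lists in DF1102 against JG207 gave 11 of 98 peptidase genes higher and 2 lower, 4 of 17 cytochrome P450 genes higher and 2 lower, and 7 of 45 spore wall and sporulation genes higher and 5 lower, a list that stands for conidia as another cell type. Of 79 genes of heat shock proteins and chaperones 1 was higher and 4 were lower, and of 20 autophagy genes 2 were lower. Of 15 genes of trehalose, glycogen and glycerol 3 were higher and 2 lower, of 7 of anaplerosis and glyoxylate 1 and 3, of 5 transaminase and aldehyde dehydrogenase genes 1 and 2, and of 8 lactate and alcohol dehydrogenase genes 2 and 3. Of 4 genes that lend promoters or terminators to the inserted constructs, 1 was higher and 2 were lower in DF1102, and 3 were higher in DF1406 and in DF1501 than in DF1102. Camera's adjusted p for the lists of this paragraph in DF1102, the 4 construct genes aside, lay between 0.105 and 0.923. Of 40 proteasome genes edgeR and DESeq2 called 0 in DF1102 at a fold of 2, where 18 higher and 1 lower had an unadjusted p under 0.05, and with no fold minimum edgeR called 15 higher and 1 lower at an adjusted p of 0.05. In the same way 11 autophagy genes were higher and 2 lower (median log2 fold change of the list 0.34), and of trehalose, glycogen and glycerol 3 and 8 (median -0.39), so the direction of these lists depends on the fold asked for. With no fold minimum the counts were 34 and 21 for peptidases, 7 and 5 for cytochrome P450s, 18 and 14 for sporulation, 17 and 17 for chaperones, 2 and 4 for anaplerosis and glyoxylate, 1 and 3 for transaminases and aldehyde dehydrogenase, and 2 and 3 for lactate and alcohol dehydrogenases. The counts of this paragraph with a fold minimum were the same when adjusted over the list alone, but for the construct genes of DF1406, of which 4 were then higher than in DF1102.

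Of 323 genes higher in all 3 strains than in JG207, 321 are placed in the assembly ASM22609v1, and 62 pairs of them are neighbours, against a median of 12 and a highest value of 31 in 10000 shuffled orders. The longest run was 6 genes, which 0.01% of shuffled orders reached. One run, named here after the test, held MYCTH_39694, MYCTH_40719 and MYCTH_2298452, whose best S. cerevisiae matches are triose phosphate isomerase, dihydroxyacetone kinase and aldolase. Regulation of neighbouring genes together may underlie these runs, as a hypothesis found and tested on the same data. Overlapping transcripts of neighbours could also share reads, since the strand setting is not named in the paper's text, and this was not tested.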
